# Myeloid ATP Citrate Lyase Regulates Macrophage Inflammatory Responses *In Vitro* Without Altering Inflammatory Disease Outcomes

**DOI:** 10.3389/fimmu.2021.669920

**Published:** 2021-04-26

**Authors:** Sanne G. S. Verberk, Hendrik J. P. van der Zande, Jeroen Baardman, Kyra E. de Goede, Karl J. Harber, Eelco D. Keuning, Joost M. Lambooij, Frank Otto, Anna Zawistowska-Deniziak, Helga E. de Vries, Menno P. J. de Winther, Bruno Guigas, Jan Van den Bossche

**Keywords:** obesity, peritonitis, macrophage, immunometabolism, inflammation, ATP citrate lyase

## Abstract

Macrophages are highly plastic, key regulators of inflammation. Deregulation of macrophage activation can lead to excessive inflammation as seen in inflammatory disorders like atherosclerosis, obesity, multiple sclerosis and sepsis. Targeting intracellular metabolism is considered as an approach to reshape deranged macrophage activation and to dampen the progression of inflammatory disorders. ATP citrate lyase (Acly) is a key metabolic enzyme and an important regulator of macrophage activation. Using a macrophage-specific Acly-deficient mouse model, we investigated the role of Acly in macrophages during acute and chronic inflammatory disorders. First, we performed RNA sequencing to demonstrate that Acly-deficient macrophages showed hyperinflammatory gene signatures in response to acute LPS stimulation *in vitro*. Next, we assessed endotoxin-induced peritonitis in myeloid-specific Acly-deficient mice and show that, apart from increased splenic *Il6* expression, systemic and local inflammation were not affected by Acly deficiency. Also during obesity, both chronic low-grade inflammation and whole-body metabolic homeostasis remained largely unaltered in mice with Acly-deficient myeloid cells. Lastly, we show that macrophage-specific Acly deletion did not affect the severity of experimental autoimmune encephalomyelitis (EAE), an experimental model of multiple sclerosis. These results indicate that, despite increasing inflammatory responses *in vitro*, macrophage Acly deficiency does not worsen acute and chronic inflammatory responses *in vivo.* Collectively, our results indicate that caution is warranted in prospective long-term treatments of inflammatory disorders with macrophage-specific Acly inhibitors. Together with our earlier observation that myeloid Acly deletion stabilizes atherosclerotic lesions, our findings highlight that therapeutic targeting of macrophage Acly can be beneficial in some, but not all, inflammatory disorders.

## Introduction

Macrophages are key players in the first line of cellular defense. These highly plastic immune cells can adopt several activation states to respond to the situation at hand. Under homeostatic conditions, functional pro- and anti-inflammatory macrophages are in balance to fight pathogens and to restore tissue damage. Unbalanced macrophage activation may lead to chronic inflammation as seen in atherosclerosis, multiple sclerosis (MS) and obesity or it can lead to hyper-inflammation as occurs during sepsis (1–3).

Metabolic reprogramming of macrophages has been proposed as a promising therapeutic target to combat inflammatory disorders (4, 5). Typical *in vitro* lipopolysaccharide (LPS)-activated inflammatory macrophages switch towards an increased flux through glycolysis and the pentose phosphate pathway to fuel their energy demands for eliciting immune responses, highlighting the central role of metabolism in inflammation (6). Interfering with such metabolic shifts may hamper persistent activation of inflammatory macrophages. Recently, Lauterbach et al. showed that early after LPS activation, the metabolic enzyme ATP citrate lyase (Acly) becomes activated in macrophages and provides the cell with cytosolic acetyl-CoA from increased glucose uptake and citrate accumulation (7). Increased cytosolic acetyl-CoA allows for histone acetylation to stimulate the expression of inflammatory genes and is involved in fatty acid synthesis and cholesterol biosynthesis (7–9). Hereby, Acly links glycolysis and mitochondrial metabolism to lipid metabolism and histone acetylation, marking Acly as a potential metabolic target for tackling excessive inflammation (9, 10). *In vitro* studies indicated that short-term inhibition of Acly by small molecule inhibitors or knockdown through siRNAs can dampen macrophage inflammation (7, 8, 11). Likewise, systemic inhibition of Acly *in vivo* reduces inflammatory outcomes in endotoxin-induced peritonitis (7). However, through a recently developed myeloid-specific Acly knockout mouse model, we revealed a discrepancy in the translation of *in vitro* findings to *in vivo* settings (12). In contradiction to previous studies, LysM-Cre-mediated Acly-deficient macrophages revealed increased inflammatory signaling in *in vitro* LPS-elicited responses and in atherosclerotic plaques *in vivo* (12). Despite increased inflammatory signaling, myeloid Acly deficiency resulted in increased atherosclerotic plaque stability (12). These data underline the need for a better understanding of targeting of Acly in macrophages specifically in the potential treatment of acute and chronic immune disorders.

Here, to decipher how Acly deficiency in myeloid cells affects acute and chronic inflammatory responses, we first analyzed LPS-activated macrophages by RNA-sequencing (RNA-seq). We demonstrated in an unbiased way that Acly-deficient macrophages display deregulated cholesterol handling and elevated inflammatory gene expression signatures after both 3 and 24 hours of LPS stimulation *in vitro*. Remarkably, we show that *in vivo* disease outcomes of different inflammatory conditions, *i.e.* endotoxin-induced peritonitis, obesity and experimental auto-immune encephalitis (EAE) remain largely unaffected by myeloid Acly deficiency. Together with our previous findings in atherosclerosis, these data highlight that myeloid-specific targeting of Acly is beneficial only in some inflammatory disorders and is likely compensated in others.

## Results

### Macrophage Acly Deficiency Increases Inflammatory Signaling *In Vitro*

To study the effects of Acly deficiency on inflammatory responses in macrophages, we crossed Acly^fl/fl^ mice with mice expressing Cre under control of the myeloid cell-specific LysM promotor (*Lyz2-Cre*) (12). We have previously shown that naïve, unstimulated Acly-deficient bone marrow-derived macrophages (BMDMs) display deregulated lipid metabolism compared to control BMDMs, whereas inflammatory cytokines were increased only after LPS stimulation (12). Hence, we stimulated control (Acly^fl/fl^) and Acly-deficient (Acly^M-KO^) bone marrow-derived macrophages (BMDMs) *in vitro* with LPS for 3 and 24 hours to examine inflammatory activation in an unbiased way through RNA-seq (**Figure 1A**). 

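RNA-seq libraries of 13 BMDM cultures were analysed here: 3 control and 3 Acly M-KO cultures after 3 h LPS, and 4 control and 3 Acly M-KO cultures after 24 h LPS, each at 100 ng/mL. BMDMs are macrophages grown from bone marrow cells in medium conditioned by L929 fibroblasts, and LPS is a component of the bacterial outer membrane that activates them. In Acly M-KO mice, Cre made from the *Lyz2* gene removes a floxed exon of *Acly* in myeloid cells. The authors made strand-specific mRNA libraries, aligned the reads to mm10 with STAR, filtered the alignments with SAMtools and summed raw tag counts per RefSeq transcript with HOMER. The deposited values are these counts, without normalization, on 35745 transcripts. The paper's text does not name the strand setting of the counting. Transcripts of a gene often held identical counts, so each gene was represented by its transcript with the highest total count.
Total counts over all transcripts were 22208814 to 23155302 (median 22262388) in the control libraries and 21717016 to 24638561 (median 22532957) in the Acly M-KO libraries after 3 h LPS. They were 22833631 to 24645825 (median 23954578) in the Acly M-KO libraries after 24 h LPS. The control libraries after 24 h LPS held 34467 counts in replicate 1, 22104498 in replicate 2, 21274102 in replicate 3 and 59577343 in replicate 4. In control 24 h replicate 1, a single count therefore stood for 22.4 CPM, the counts scaled to a common library size after TMM normalization, against 0.02 to 0.05 in the other libraries. The paper gives n = 3 per group. The colours of Figure 1F, compared with these counts for every choice and order of 3 controls, matched replicates 2, 3 and 4 with a correlation of 0.927 over all cells, and choices with replicate 1 reached 0.483 to 0.488. Main values after 24 h LPS are therefore given both over control replicates 2, 3 and 4 and over all 4 controls, and values given once are from all 13 libraries unless stated otherwise. The paper gives no reason for leaving control 24 h replicate 1 out. Across genes, which are not independent replicates, that library correlated at 0.620 to 0.623 with the other 24 h libraries and at 0.677 to 0.681 with the 3 h libraries. No replicates of a group differed by less than the sampling noise, with a chi-square per degree of freedom of 2.67 to 12.0 over genes.
Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with all 13 libraries in one fit of 4 groups. The filter on low counts left 11942 genes. A gene was counted as changed at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.75 in either direction, the thresholds of the paper's methods. Positions are those of the GENCODE annotation of GRCm38, the assembly behind mm10.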

Efficiency of *Acly* deletion was confirmed at protein level by Western Blot and at gene expression level by RNA-seq since *Acly* was amongst the most downregulated genes in Acly^M-KO^ macrophages after both 3- and 24-hours LPS stimulation (**Figure 1B**, **Supplementary Figure 1A**). 

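*Acly* lies on the minus strand of chromosome 11 of GRCm38 from 100476353 to 100528000 and overlaps the microRNA gene *Mir7116* on the same strand. Its count covers the whole transcript, including exons outside the deleted one. After 3 h LPS, the control libraries had 107, 109 and 109 CPM and the Acly M-KO libraries 38.5, 47.2 and 42.4, which is 108 ± 1.22 against 42.7 ± 4.34 (SD, n = 3 each). The log2 fold change was -1.34 (standard error 0.07, adjusted p = 6.22e-15 from edgeR's quasi-likelihood test). At 24 h, control replicates 2, 3 and 4 had 115, 111 and 110 CPM and the Acly M-KO libraries 30.8, 31.2 and 29.7, which is 112 ± 2.84 against 30.5 ± 0.77 (SD, n = 3 each). The log2 fold change of *Acly* without control 24 h replicate 1 was -1.88 (standard error 0.06, adjusted p = 4.81e-20 from the same test). Control 24 h replicate 1 held 1 *Acly* count, or 22.4 CPM, which lies below the Acly M-KO libraries. With it, the 4 controls had 89.8 ± 45.0 (SD), and the log2 fold change of *Acly* over all 13 libraries was -1.87 (standard error 0.07, adjusted p = 2.83e-19). *Acly* had the lowest p-value of all decreases at both time points. By size of the decrease it ranked 18 of 78 after 3 h and 5 of 66 after 24 h LPS. With each library of the same time point left out in turn, its log2 fold change stayed between -1.42 and -1.27 after 3 h and between -1.89 and -1.85 after 24 h LPS. The decrease was larger after 24 h than after 3 h LPS, by -0.53 on the log2 scale (standard error 0.10, adjusted p = 6.80e-04 from edgeR's interaction test).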

Of all significantly regulated genes between control and Acly^M-KO^ macrophages, only 30 were overlapping after both 3- and 24-hours LPS stimulation, indicating timing-dependent activation patterns (**Figure 1C**). However, pathway analysis revealed that similar pathways were affected by Acly deletion after 3- and 24-hours LPS activation (**Figure 1D**). 

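At 3 h, 256 of the 11942 genes tested were changed in Acly M-KO macrophages. At 24 h, 165 genes were changed in the fit without control 24 h replicate 1 and 184 in the fit of all 13 libraries, and 164 genes were shared between those fits. Over all 13 libraries, 38 genes were changed at both time points, 218 only after 3 h and 146 only after 24 h LPS. Without control 24 h replicate 1 these numbers were 36, 204 and 129. Chance would give 3.94 genes in common over all 13 libraries (one-sided Fisher's exact test over the genes tested, p = 5.84e-27) and 3.32 without control 24 h replicate 1 (p = 1.80e-27 from the same exact test). The exact test takes genes as independent, which they are not, and both contrasts share a filter and an estimate of the spread. These p-values are therefore only a guide. Of the 38 genes, 18 were higher at both time points, 9 were lower at both, 10 were higher after 3 h and lower after 24 h, and *Slamf1* was lower after 3 h and higher after 24 h LPS. Passing the thresholds at 1 time point does not show that the effect differed between them, so the difference itself was tested. An interaction of genotype and time had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test for 907 genes, 447 with a higher and 460 with a lower fold change after 24 h LPS, and for 1145 genes without control 24 h replicate 1. It did so for 92 of the 218 genes changed only after 3 h, which is 42.2%, and for 42 of the 146 changed only after 24 h LPS, which is 28.8%. Across the genes tested, which are not independent replicates, the correlation of the fold changes at the 2 time points was 0.164. At 3 h the control and Acly M-KO libraries did not overlap for 3592 genes (30.1%), where chance gives 10%. At 24 h they did not overlap for 3946 genes (33.0%) with the 3 controls of Figure 1, where chance again gives 10%, and for 2091 (17.5%) with all 4, where chance gives 5.71%. The alternatives that lowered the counts most were a test against a log2 fold change of 0.75 itself (edgeR's glmTreat), with 40 genes after 3 h, 3 after 24 h and 1 at both, and a minimum of 10 counts in every library, which left 401 genes to test, with 6, 7 and 4. DESeq2 on all 13 libraries called 48 genes after 3 h, 25 after 24 h and 8 at both.

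**Figure D1:**
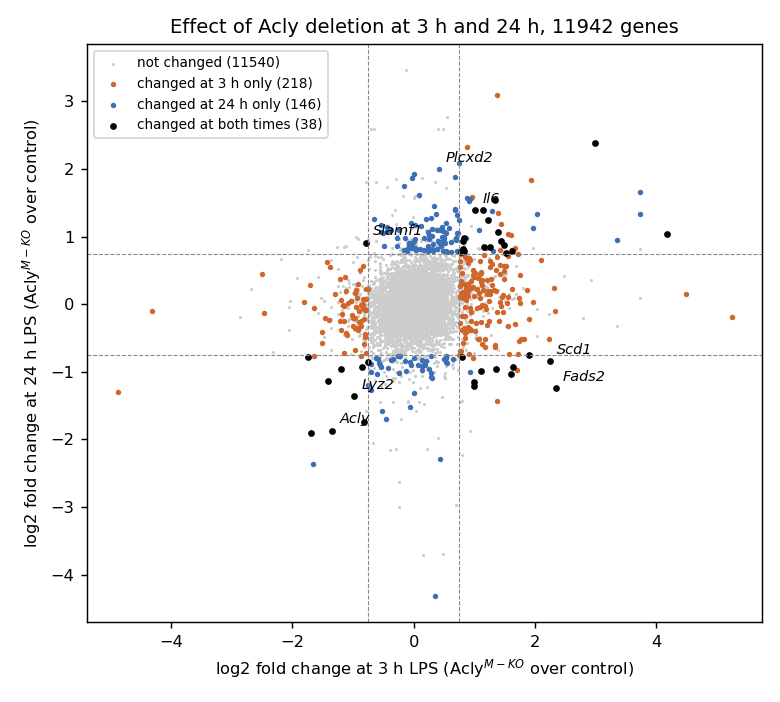
Log2 fold change between Acly M-KO and control macrophages after 3 h LPS (horizontal axis) and 24 h LPS (vertical axis) for the genes tested, from the fit of all 13 libraries. Colours mark the genes changed only after 3 h, only after 24 h and at both time points, dashed lines mark 0.75 in each direction, and the 38 genes changed at both lie outside the lines on both axes, 11 of them in opposite directions.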

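The pathway annotation behind Figure 1D was not used here. Lists of genes of cholesterol synthesis (20 tested), fatty acid synthesis (18 tested) and cytokines and chemokines (32 tested) were compared with all other genes by camera with a preset correlation of 0.01, in a family of 10 list tests. Genes of cholesterol synthesis had a median log2 fold change of 1.23 after 3 h LPS, with 19 of 20 higher in Acly M-KO macrophages (adjusted p = 2.45e-88). The same list had, at 24 h, a median of -0.60 both with and without control 24 h replicate 1, with 18 of 20 lower (adjusted p = 3.08e-24 without and 3.12e-25 with that library). The medians of the fatty acid synthesis list were 0.38 after 3 h, with 15 of 18 genes higher (adjusted p = 7.10e-22), and -0.31 after 24 h LPS, with 15 of 18 lower (adjusted p = 2.24e-15 without control 24 h replicate 1 and 2.71e-15 with it). Both lists were thus past the threshold at both time points, in opposite directions. The difference between the time points had a median of -1.88 for the cholesterol synthesis list (adjusted p = 2.80e-130) and -0.80 for the fatty acid synthesis list (adjusted p = 1.25e-45, camera on the interaction). Cytokines and chemokines had a median of 0.31 after 3 h (26 of 32 higher, adjusted p = 2.74e-12), and after 24 h LPS a median of 0.29 without control 24 h replicate 1 (26 of 32 higher, adjusted p = 5.36e-12) and 0.27 with it (25 of 32 higher, adjusted p = 6.65e-06). Their difference between the time points had a median of -0.08 (adjusted p = 0.0992). The results of the lists of lipid synthesis at both time points, and of cytokines and chemokines after 3 h LPS, also held under fry and with an estimated correlation. Their adjusted p-values were then much larger. For cholesterol synthesis after 3 h they were 2.06e-06 from fry and 2.26e-04 from camera with an estimated correlation. The difference between the time points was tested for these lists at the preset correlation only. At 24 h, the cytokine and chemokine list held under fry but not with an estimated correlation over all 13 libraries (adjusted p = 0.0977), where it did without control 24 h replicate 1 (adjusted p = 8.11e-04).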

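Of the 20 genes of cholesterol synthesis, 16 passed the thresholds after 3 h LPS, all higher in Acly M-KO macrophages, both over all genes tested and when adjusted over the list alone. Among the genes of the list, *Lss* had a log2 fold change of 1.82, *Acat2* one of 1.72 and *Idi1* one of 1.70, and *Fdft1*, at -0.003, was not changed. For 19 of the 20 genes every Acly M-KO library lay above every control library. After 24 h LPS, *Dhcr7*, *Fdps*, *Hmgcs1* and *Mvk* were past the thresholds and lower both without control 24 h replicate 1 and over all 13 libraries. Adjusted over the list alone, 5 genes of the list were past the thresholds without that library and 6 with it. With the 3 controls of Figure 1, every Acly M-KO library lay below every control for 16 of the genes, and with all 4 controls for 6. The fold change of 17 genes was positive after 3 h and negative after 24 h LPS, and 18 genes had an interaction with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Of the 18 genes of fatty acid synthesis, *Acsl3*, *Acss2*, *Fads2*, *Fasn*, *Scd1* and *Scd2* were changed after 3 h LPS, and 7 genes were when adjusted over the list alone. *Acsl3*, at 0.76, had 0.60 without control 3 h replicate 2, below the fold threshold. *Fads2* (chromosome 19, 10062765 to 10101746) had a log2 fold change of 2.34 (standard error 0.15), and *Scd1* (chromosome 19, 44394455 to 44407879) one of 2.25 (standard error 0.12). At 24 h, *Fads2*, *Fasn*, *Scd1* and *Scd2* were lower, with log2 fold changes of -1.24, -1.03, -0.83 and -1.23 without control 24 h replicate 1 and of -1.24, -1.03, -0.84 and -1.22 with it, and the list alone gave 4 genes as well. The microRNA gene *Mir5114* lies within *Scd2* on the same strand, *Tm7sf2* overlaps *Vps51*, *Acsl3* overlaps *Utp14b* and *Fdps* overlaps *Gm22935* and *Gm43738*, also on the same strand, so that tags in these stretches could be counted for both.

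**Figure D2:**
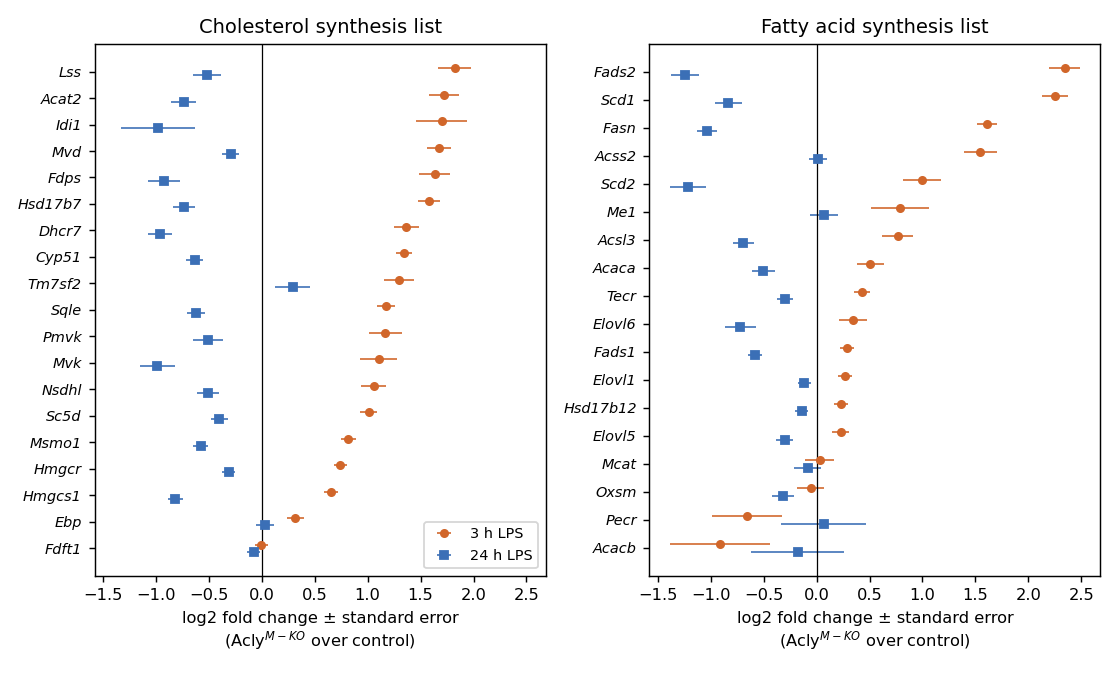
Log2 fold change between Acly M-KO and control macrophages for 19 genes of cholesterol synthesis and 18 of fatty acid synthesis, with orange circles for 3 h LPS, blue squares for 24 h LPS and bars for the standard error of edgeR's fit of all 13 libraries. Most circles lie to the right of 0 and most squares to the left.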

We found Acly-dependent regulation of pathways related to fatty acid and cholesterol biosynthesis and observed that while cholesterol levels were similar, desmosterol levels were still decreased after inflammatory activation with LPS (**Supplementary Figure 1B**). 

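Of the 32 cytokine and chemokine genes tested in Acly M-KO and control macrophages, 7 passed the thresholds after 3 h LPS, namely *Ccl2*, *Csf3*, *Cxcl1*, *Cxcl2*, *Ifnb1*, *Il6* and *Osm*. At 24 h, *Ccl2*, *Csf3*, *Cxcl3*, *Il6* and *Osm* did, with and without control 24 h replicate 1. All of these were higher in Acly M-KO macrophages. Adjusted over the list alone, 7 genes were past the thresholds after 3 h and 6 after 24 h LPS, all higher. *Osm* (chromosome 11, 4236420 to 4241026) had log2 fold changes of 1.61 after 3 h (standard error 0.15, adjusted p = 1.49e-09) and 0.78 after 24 h LPS without control 24 h replicate 1, or 0.79 with it (standard error 0.13, adjusted p = 5.59e-05 from edgeR's quasi-likelihood test). *Ccl2* (chromosome 11, 82035571 to 82037453) was higher at both time points, by 0.83 after 3 h and, after 24 h LPS, by 0.81 without and 0.79 with that library, close to the fold threshold. With Acly M-KO 24 h replicate 1 left out, *Ccl2* fell to 0.70 after 24 h LPS, and *Cxcl3*, at 1.10 over all 13 libraries, fell to 0.65. *Csf3* (chromosome 11, 98701263 to 98703629) had 1, 2 and 1 counts in the control libraries and 9, 11 and 15 in the Acly M-KO libraries after 3 h LPS. Against a floor of 3 counts it was at least 3.79-fold higher, and the median of the list after 3 h, with *Csf3* at this bound, is 0.31, which could not move since the bound and the fitted value both lie above it. *Tnf* was not past the fold threshold at either time point, with log2 fold changes of 0.22 and 0.27, and neither was *Il1b*, with 0.29 and 0.21.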

Next to lipid metabolism, pathway analysis revealed that genes involved in inflammatory signaling were affected upon Acly deletion (**Figure 1D**). To specifically assess the effect of *Acly* deletion in BMDMs on the expression of inflammatory genes, we first selected the most highly induced genes in LPS-stimulated control macrophages at both time points (Log_2_(Fold Change)>5 and adjusted p-value<0.05; **Figures 1E, F**). 15 out of the 175 genes that were most induced after 3 h LPS treatment were differentially expressed in Acly^M-KO^ macrophages in comparison to controls (**Figure 1E**). Likewise, 17 out of the 159 top-induced genes were differentially regulated after 24 h treatment with LPS (**Figure 1F**). 

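The 15 genes of Figure 1E were tested in the same libraries. The choice of the 175 genes rests on unstimulated controls, which were not analysed here, so the 15 genes were taken from the figure. The study chose them on these samples, so a count among them is not independent evidence. Of the 15 genes, 14 were tested, and all 14 were past the thresholds in the figure's direction, with 11 higher and 3 lower, both over all genes tested and when adjusted over the list alone. *Ifnb1* had the largest increase, with a log2 fold change of 1.48 (standard error 0.23), followed by *Cxcl1* with 1.42 (standard error 0.15) and *Ch25h* with 1.34 (standard error 0.15). The first place of *Ifnb1* rests on 1 library. Without Acly M-KO 3 h replicate 2, *Ifnb1* had 1.07 and *Cxcl1* 1.57. The increases of *Cxcl2*, *Mycl* and *Plagl1* were 1.26, 1.26 and 0.97. *Lipg*, *Ptgs2*, *Serpinb2* and *Sele*, at 0.82, 0.81, 0.77 and 0.77, lay close to the fold threshold. *Tnfrsf9* was lower by -1.37 (standard error 0.24), *Gm4841* by -1.03 and *Slamf1* by -0.79. For each of these genes every Acly M-KO library lay beyond every control library, which chance gives for 10% of genes. *H2-Bl* (chromosome 17, 36080115 to 36084223) had 1, 0 and 6 counts in the control libraries and 0, 0 and 1 in the Acly M-KO libraries. It fell under the filter on low counts, and a difference was not detectable at this depth. With Acly M-KO 3 h replicate 2 left out, 9 of the genes were past the thresholds, the lowest number of the 6 such fits. DESeq2 on all 13 libraries left 4, and a fold threshold of 1 left 8.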

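Of the 17 genes of Figure 1F, 16 were tested, and all 16 were past the thresholds in the figure's direction without control 24 h replicate 1 and over all 13 libraries, with 15 higher and 1 lower, also when adjusted over the list alone. These genes, too, were chosen on these samples. Without control 24 h replicate 1 the log2 fold changes of the increases other than *Il6* ran from 0.79 for *Slc6a19* to 1.19 for *Coch*. *Cxcl3* had 1.09, *Ptgs2* 0.94, *Tarm1* 0.91, *Inhba* 0.92, *Slc7a11* 0.86, *Procr* 0.86, *Mycl* 0.85 and *Lipg* 0.84. *Cd300e*, the gene that was lower, had -0.80. Over all 13 libraries these values moved by little, with 0.79 for *Slc6a19*, 1.20 for *Coch*, 0.82 for *Lipg* and -0.80 for *Cd300e*. For *Lipg* the 4 controls and the Acly M-KO libraries overlapped because of control 24 h replicate 1, and DESeq2 on all 13 libraries gave -0.27, the opposite direction. *Mir147*, at 0.80 in both fits, lies within *AA467197* on the same strand of chromosome 2, where *AA467197* runs from 122636986 to 122641191 and had 0.87 in both fits, so that tags in the microRNA could be counted for both. *Slamf1* (chromosome 1, 171767127 to 171801184) was higher by 0.91, where it had been lower after 3 h LPS. Its fold changes at the 2 time points differed by 1.70 (standard error 0.16, adjusted p = 1.08e-07 from edgeR's interaction test). *H2-Q1* (chromosome 17, 35320405 to 35325099) had 7, 9 and 15 counts in control replicates 2, 3 and 4, 0 counts in control 24 h replicate 1 and 17, 10 and 7 in the Acly M-KO libraries. It fell under the filter on low counts, and a difference was not detectable at this depth. With each 24 h library left out in turn, 13 to 16 of the genes were past the thresholds, with 13 without control 24 h replicate 2. DESeq2 on all 13 libraries left 7, and a fold threshold of 1 left 3.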

At both time points, the majority of differentially expressed genes was upregulated in Acly^M-KO^ macrophages, indicating that deletion of Acly in macrophages potentiates inflammatory responses. Among them, the 5 genes that were significantly altered in naive Acly-deficient BMDMs compared to control BMDMs are mainly involved in lipid metabolism and cell cycle regulation, indicating that increased inflammatory responses are likely not due to differences at baseline (**Supplementary Figure 1C**). 

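At 3 h, 178 of the 256 changed genes were higher in Acly M-KO macrophages and 78 were lower, which is 69.5% higher. At 24 h, 107 genes were higher and 58 lower without control 24 h replicate 1, which is 64.8% higher, and 118 were higher and 66 lower over all 13 libraries, which is 64.1%. The share of higher genes with each library of the same time point left out in turn lay between 60.8% and 73.0% after 3 h and between 55.9% and 64.8% after 24 h LPS. Without the filter on low counts, 53.8% of the genes changed after 24 h LPS were higher. With DESeq2 on all 13 libraries, 89.6% of the 48 genes changed after 3 h were higher, and 44% of the 25 changed after 24 h LPS were. With DESeq2 on the 12 libraries of Figure 1, a setting chosen after the data were seen, the shares were 74.6% and 60.9%. From the majority of increases among the LPS-induced genes that were differentially expressed at both time points (Figures 1E and 1F), the paper reasons that deletion of Acly potentiates the inflammatory responses of macrophages.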

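*Il6* lies on the plus strand of chromosome 5 from 30013114 to 30019981. After 3 h LPS it had 49.4 ± 5.70 CPM in control and 99.4 ± 7.08 in Acly M-KO macrophages (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.12, adjusted p = 8.70e-05 from edgeR's quasi-likelihood test). After 24 h LPS, control replicates 2, 3 and 4 had 9.09, 9.28 and 9.50 CPM of *Il6* and the Acly M-KO libraries 20.9, 28.4 and 25.0, a log2 fold change of 1.41 without control 24 h replicate 1 (adjusted p = 2.07e-08). Control 24 h replicate 1 held 5 *Il6* counts, which stand for 112 CPM and lie above all Acly M-KO libraries. Over all 13 libraries the log2 fold change of *Il6* was 1.39 (standard error 0.15, adjusted p = 2.39e-05), since edgeR weighs that library by its counts. DESeq2 on all 13 libraries gave 1.01 after 3 h and 0.70 after 24 h LPS, with an adjusted p-value of 1.00 at both time points. Over the alternatives the adjusted p-values of *Il6* ran from 9.33e-23 to 1.00 after 3 h and from 8.67e-35 to 1.00 after 24 h LPS. By size of the increase *Il6* ranked 115 of 178 after 3 h and 16 of 118 after 24 h LPS over all 13 libraries. *Nos2*, which encodes the inducible nitric oxide synthase, lies on the plus strand of chromosome 11 from 78920787 to 78960254. After 3 h LPS it had 235 ± 14.3 CPM in control and 319 ± 11.8 in Acly M-KO macrophages (SD, n = 3 each). Its log2 fold change of 0.44 (standard error 0.07, adjusted p = 1.90e-05) lay below the fold threshold. At 24 h it had 303 ± 13.0 in control replicates 2, 3 and 4 and 568 ± 29.4 in Acly M-KO macrophages (SD, n = 3 each), with a log2 fold change of 0.91 without control 24 h replicate 1 (adjusted p = 2.03e-13). With control 24 h replicate 1, at 426 CPM from 19 counts, the 4 controls had 334 ± 62.4 (SD), and the log2 fold change of *Nos2* was 0.90 (standard error 0.07, adjusted p = 1.58e-11). Every Acly M-KO library lay above every control library. Among the increases after 24 h LPS, *Nos2* ranked 2 by p-value and 82 of 118 by size. Its increase was larger after 24 h than after 3 h LPS, by 0.46 (standard error 0.09, adjusted p = 0.00138 from edgeR's interaction test), whereas that of *Il6* was not shown to differ (0.38, standard error 0.19, adjusted p = 0.266).

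**Figure D3:**
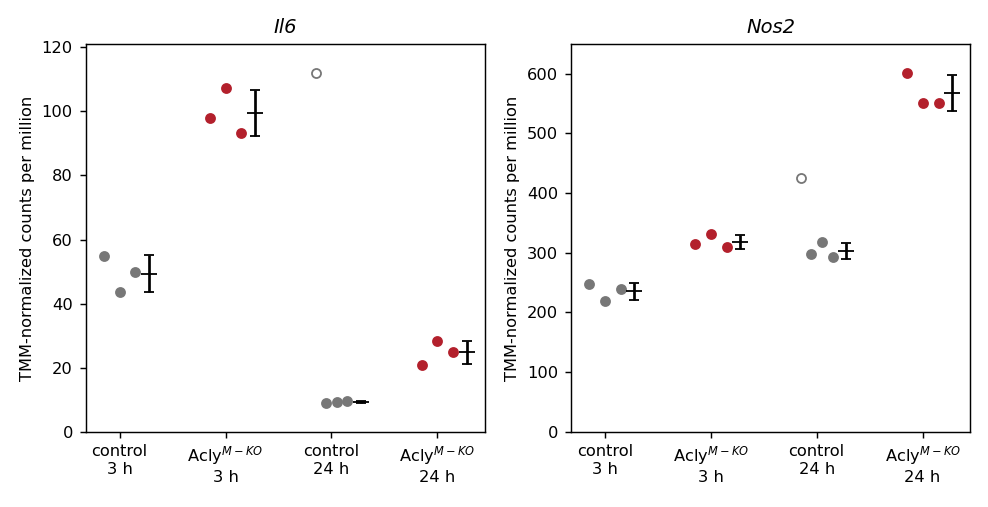
CPM of Il6 and Nos2 in each control and Acly M-KO library after 3 h and 24 h LPS, with bars for the mean and SD of each group without control 24 h replicate 1, which is drawn as an open circle. That library, at 112 for Il6 and 426 for Nos2, rests on 5 and 19 counts.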

*Il6* and *Nos2* were among the most upregulated genes in LPS-stimulated Acly^M-KO^ macrophages, corresponding with our earlier observations that *Acly*-deficient macrophages secrete more IL-6 and nitric oxide in response to LPS (12). Together, this analysis indicates that inflammatory signaling is increased in LPS-activated Acly^M-KO^ macrophages *in vitro*.

**Figure 1:**
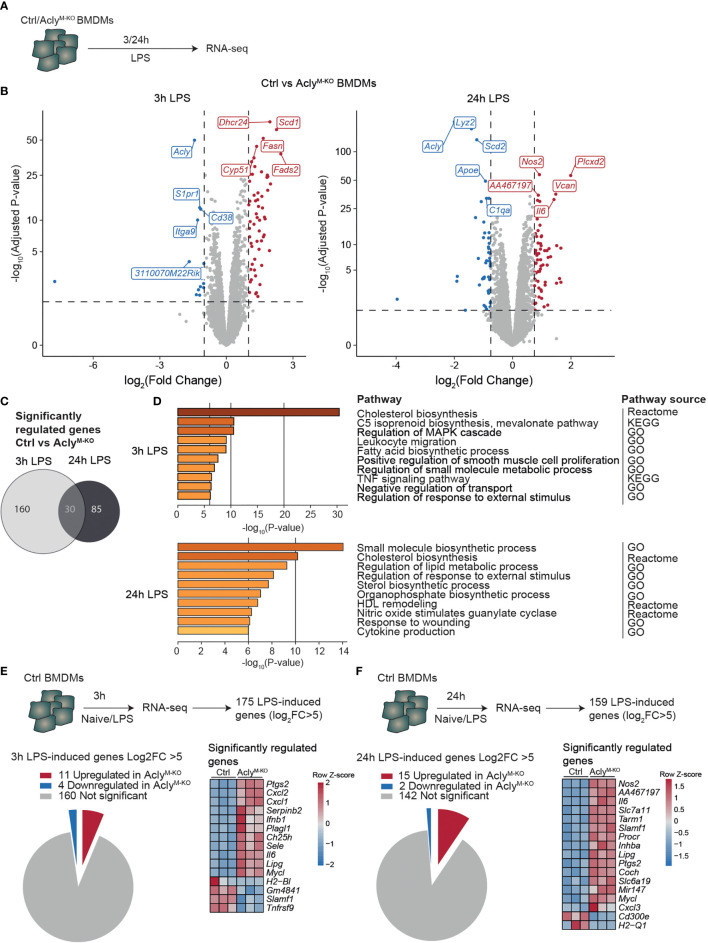
Macrophage Acly deficiency upregulates LPS-induced inflammatory gene expression *in vitro.* **(A)** Control and Acly^M-KO^ BMDMs were stimulated with LPS for 3 or 24 h and analysed by RNA-sequencing. **(B)** Volcano plot of differentially expressed genes between control and Acly-deficient BMDMs after 3 or 24 hour LPS stimulation highlighting the top 5 most significant up- and down-regulated genes. **(C)** Venn diagram showing overlap in deregulated genes by Acly deficiency after 3 and 24 hours LPS-activation **(D)** Deregulated pathways in Acly-deficient macrophages as determined by Reactome, KEGG and GO pathways. **(E, F)** Expression in control versus Acly-deficient BMDMs of genes that are most highly LPS-induced after 3h **(E)** or 24h **(F)** LPS stimulation in control BMDMs. (n=3 per group).

### Acute Endotoxin-Induced Peritonitis Is Largely Unaffected in Myeloid-Specific Acly-deficient Mice

To analyze whether our findings translate to altered acute inflammatory responses *in vivo*, Acly^M-KO^ and control mice were injected intraperitoneally (i.p.) with LPS (or vehicle control) as a commonly used endotoxin-induced peritonitis model (**Figure 2A**) (7, 13). In line with the RNA-seq data, we found increased LPS-induced *Il6* expression in spleens of Acly^M-KO^ mice when compared to control mice, whereas splenic expression of other cytokines remained unaltered (**Figure 2B**). Both local (peritoneal) and systemic (plasma) cytokine and chemokine levels were induced by LPS to a similar extent in Acly^M-KO^ and control mice (**Figure 2C**, **Supplementary Figure 2A**). However, LPS treatment resulted in slightly decreased relative myeloid cell recruitment and slightly increased relative B cell recruitment to the peritoneum in Acly-deficient mice as assessed by flow cytometry on peritoneal exudate cells (**Figures 2D, E**, **Supplementary Figure 2B**). We did not find increased neutrophil-related chemokine gene expression (*Cxcl1*, *Cxcl2*) or tolerogenic cytokine gene expression (*Il10*, *Tgfb*) in peritoneal exudate cells at baseline (**Supplementary Figure 2C**). However, myeloid cells displayed a decreased percentage of viable cells in the peritoneum upon LPS induction, at least partly explaining the reduced abundance of these cells (**Supplementary Figure 2D**). To investigate whether circulating immune cell levels were altered in the absence of myeloid Acly, we analyzed blood leukocytes. Flow cytometry revealed increased frequencies of NK cells and neutrophils in response to LPS injection, with no differences between control and Acly^M-KO^ mice (**Figure 2F**). Interestingly, circulating neutrophils in Acly^M-KO^ mice displayed also decreased viability in response to LPS, indicating regulation of cell survival by Acly (**Supplementary Figure 2E**). Circulating monocyte subtypes displayed a similar increase in Ly6C^low^ and Ly6C^int^ abundance at the expense of Ly6C^high^ upon LPS injection in both control and Acly^M-KO^ mice (**Figure 2G**). Together, these data indicate that myeloid Acly deficiency alters neither local nor systemic cytokine responses and results in slightly altered cellular responses upon LPS injection locally, potentially through regulation of myeloid cell viability.

**Figure 2:**
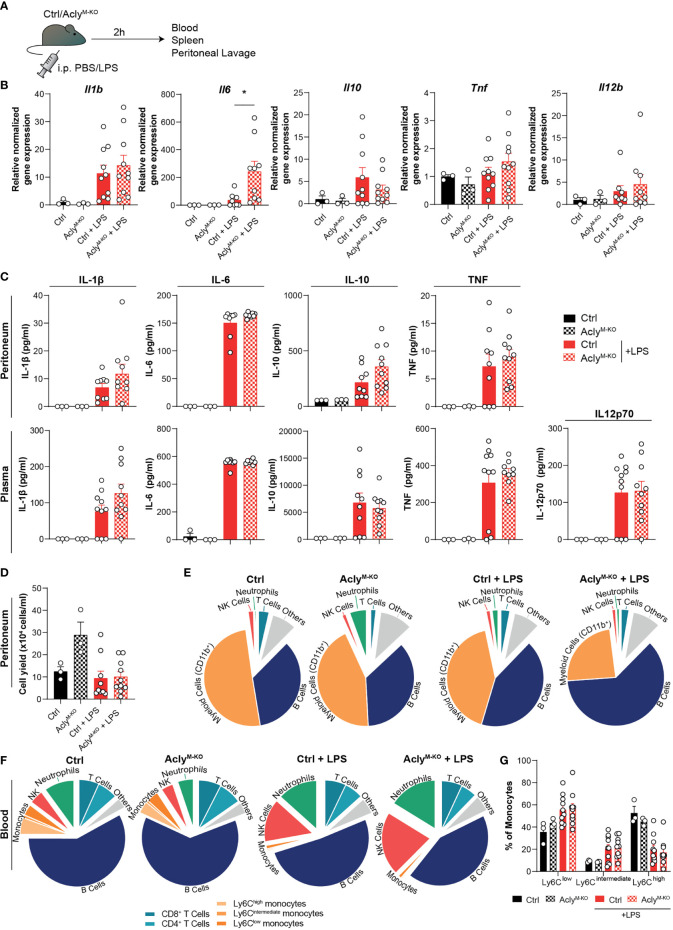
Myeloid Acly deficiency barely alters systemic and local immune responses in acute endotoxin-induced peritonitis. **(A)** Control and Acly^M-KO^ mice received an intraperitoneal injection of LPS or vehicle control. After 2 hours, spleens, blood and peritoneal fluid were collected. **(B)** Splenic gene expression of inflammatory cytokines. **(C)** Peritoneal and plasma cytokine levels in vehicle control and LPS-treated control and Acly^M-KO^ mice. **(D)** Peritoneal exudate cell counts. **(E)** Relative distribution of peritoneal exudate cell levels as assessed by flow cytometry. **(F)** Relative distribution of white blood cells as assessed by flow cytometry. **(G)** Abundance of blood monocyte subsets as defined by Ly6C expression. Values represent mean ± SEM [n=3/3/10/10 (Ctrl vehicle/KO vehicle/Ctrl LPS/KO LPS)]. *P<0.05 by ordinary one-way ANOVA with Sidak’s *post hoc* test for multiple comparisons.

### Obesity-Induced Chronic Low-Grade Inflammation and EAE Onset and Severity Are Unaffected in Myeloid-Specific Acly-Deficient Mice

Obesity and MS are diseases characterized by chronic immune activation, which drives disease progression. During obesity, adipose tissue macrophages (ATMs) are exposed to a lipid-rich environment that drives pro-inflammatory macrophage activation (14). To assess the effect of obesity on Acly levels in ATMs, we assessed its expression in an RNA-seq data set from ATMs that were sorted from mice fed a control low-fat diet (LFD) or a high-fat diet (HFD) for 16 weeks (**Figure 3A**). Obesity increased *Acly* expression in ATMs from obese mice (**Figure 3B**), which led us to investigate the effects of myeloid Acly deficiency on metabolic outcomes in obesity. Hence, we fed control and Acly^M-KO^ mice a LFD or HFD for 16 weeks and assessed whole-body metabolic parameters and chronic low-grade inflammation in the circulation and metabolic tissues (**Figure 3C**). Myeloid-specific Acly deficiency did not impact diet-induced body weight changes when compared to controls (**Figure 3D**). However, Acly^M-KO^ mice displayed slightly aggravated glucose intolerance after HFD feeding (**Figure 3E**), whereas insulin sensitivity was unaffected (**Figure 3F**). As expected, plasma IL-6 and TNF levels and circulating monocytes were higher in HFD-fed mice, but were not affected by myeloid-specific Acly deficiency (**Figures 3G, H**, **Supplementary Figure 3A**). In both visceral white adipose tissue (epididymal; eWAT) and the liver, two of the main metabolic organs, diet-induced changes in myeloid cell composition detoriate tissue-specific insulin sensitivity. In WAT, depletion of eosinophils, recruitment of monocytes and accumulation of neutrophils and CD11c^+^ pro-inflammatory macrophages are associated with metabolic dysfunctions (15). While HFD feeding indeed increased CD11c^+^ macrophage abundance, myeloid Acly deficiency did not alter these changes (**Figures 3I, J**, **Supplementary Figures 3B, C**). Also, neutrophil abundance in WAT was similar after HFD feeding in both genotypes (**Supplementary Figure 3D**). Likewise, recruitment of neutrophils, monocytes and activation of Kupffer cells are associated with hepatic insulin resistance (16–18). Whereas hepatic neutrophil recruitment was unchanged, Kupffer cells were increasingly activated upon HFD feeding. Acly deficiency did not affect these parameters, but did result in increased hepatic monocyte recruitment upon HFD feeding when compared to HFD fed controls. (**Figures 3K, L**, **Supplementary Figure 3B**). Yet, gene expression of typical obesity-induced macrophage and cytokine genes *Adgre* (F4/80)*, Itgax* (CD11c), *Tnf*, and *Ccl2* remained unaltered by myeloid Acly deficiency in both eWAT and liver (**Figure 3M**). These data indicate that obesity-induced chronic low-grade inflammation remains unaffected upon myeloid Acly deficiency *in vivo* and causes minor local changes. Lastly, during MS, chronic inflammatory activation affects the central nervous system. We analyzed the effect of myeloid Acly deficiency on disease onset and progression by applying an EAE model (**Supplementary Figure 4A**). Also in this chronic inflammatory condition, we did not find differences in disease onset and severity between control and Acly^M-KO^ mice (**Supplementary Figures 4B–E**). Taken together, our data indicate that deleting Acly in macrophages increased their inflammatory potential *in vitro*, but did not affect acute and chronic inflammatory conditions in peritonitis, obesity and EAE *in vivo*.

**Figure 3:**
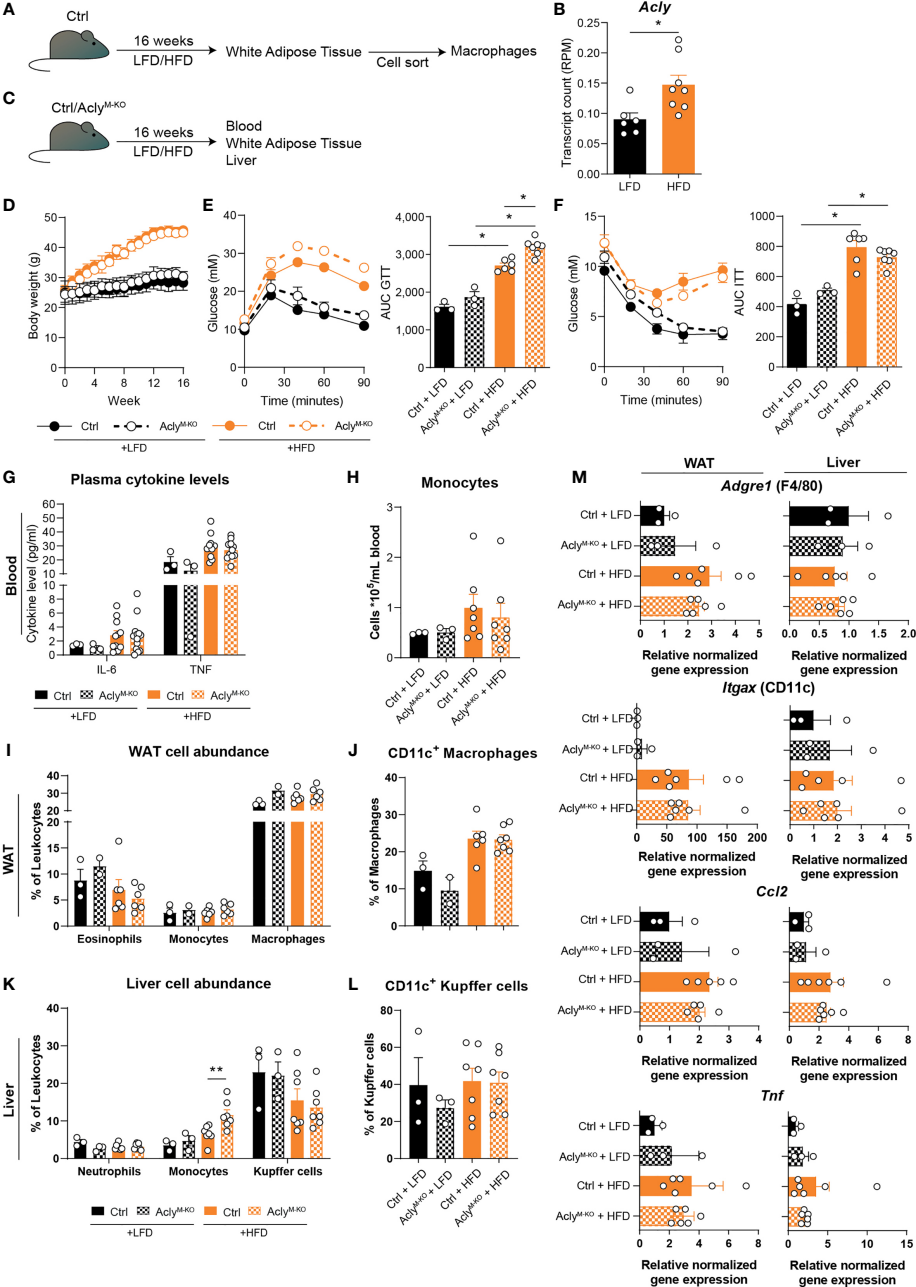
Obesity-related chronic low-grade inflammation remains unaffected by myeloid Acly deficiency. **(A)** Control mice received a control low-fat diet (LFD) or a high-fat diet (HFD) for 16 weeks, after which macrophages were sorted from white adipose tissue (WAT). **(B)** *Acly* expression in WAT macrophages after 16 weeks of LFD or HFD. [n=6/8 (LFD/HFD)]. **(C)** Control and Acly^M-KO^ received a LFD or HFD for 16 weeks, after which blood, liver and WAT were collected. **(D)** Body weight during the course of 16 weeks. **(E)** Blood glucose levels during glucose tolerance test (GTT) and derived area under the curve (AUC) in control and Acly^M-KO^ mice after LFD or HFD. **(F)** Blood glucose levels during insulin tolerance test (ITT) and AUC in control and Acly^M-KO^ mice after LFD or HFD [n=3/3/6/7 (Ctrl LFD/KO LFD/Ctrl HFD/KO HFD)]. **(G)** Plasma cytokine levels at 12 weeks of diet intervention [n=3/3/10/10 (Ctrl LFD/KO LFD/Ctrl HFD/KO HFD)]. **(H)** Circulating monocyte levels. **(I)** WAT myeloid cell abundance, **(J)** percentage of CD11c^+^ macrophages in WAT. **(K)** Liver myeloid cell abundance, **(L)** percentage of CD11c^+^ Kupffer cells. **(M)** Gene expression levels of indicated genes in liver and WAT [n=3/3/6/7 (Ctrl LFD/KO LFD/Ctrl HFD/KO HFD)]. Values represent mean ± SEM. *P<0.05, **P<0.01 by ordinary one-way ANOVA with Sidak’s *post hoc* for multiple comparisons.

## Discussion

In recent years, Acly arose as a potential metabolic target in combating inflammatory disorders (7, 8, 11, 12). In this study, we demonstrated that Acly-deficient BMDMs have a hyperinflammatory gene signature when activated with LPS *in vitro*. Apart from increased splenic *Il6* expression, other systemic or local inflammatory readouts determined in blood, spleen, and peritoneum were unaltered in myeloid-specific Acly-deficient mice during endotoxin-induced peritonitis *in vivo*. Likewise, neither obesity nor EAE-related inflammation were affected by myeloid Acly deficiency. These results indicate that, although *in vitro* inflammatory responses were increased in LysM-Cre-mediated Acly-deficient cells, myeloid Acly deficiency did not alter acute and chronic inflammatory disease outcomes *in vivo* in mouse models of obesity, peritonitis, and MS. These results highlight that therapeutic targeting of macrophage Acly is likely not beneficial for all inflammatory disorders.

Targeting Acly in inflammation provides the opportunity to target cellular respiration, cholesterol biosynthesis, and histone acetylation (9). In an earlier study, we observed similar cellular respiration and glycolysis rates, alike histone acetylation levels but a disrupted fatty acid and cholesterol biosynthesis in naïve Acly-deficient macrophages (12). Our current observations confirm that even after 3- or 24-hour LPS-activation, cholesterol biosynthesis and related pathways are still among the most deregulated pathways in Acly-deficient macrophages, indicating the persistence of the effect of Acly knockdown in macrophages. Interestingly, RNA-sequencing of BMDMs treated with an Acly inhibitor in combination with LPS for 4 hours does not show a deregulation of cholesterol metabolism, but rather highlights pathways related to immune responses (7). These discrepancies may be explained by differences in the timing of the Acly inhibition, knockdown and knockout methods. Whereas acute inhibition or siRNA-mediated knockdown might not allow sufficient time for the cell to overcome acute metabolic dysregulation, a genetic knockout approach can induce adaptive changes to rewire metabolic pathways during differentiation and hereby secure sufficient cytosolic acetyl-CoA levels. Indeed, genetic Acly deficiency in multiple mammalian cell types shows an increased abundance of Acetyl-CoA synthetase short chain family member 2 (ACCS2) as well as an increased flux through this enzyme to secure cytosolic acetyl-CoA for *de novo* lipogenesis from endogenous acetate (19–21). In turn, this acetate-derived acetyl-CoA in cancer cells can induce histone acetylation and lipogenesis (22). 

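*Acss2*, which encodes a cytosolic acetyl-CoA synthetase that makes acetyl-CoA from acetate, lies on the plus strand of chromosome 2 of GRCm38 from 155517948 to 155585724. After 3 h LPS it had 2.94, 2.49 and 1.89 CPM in the control BMDMs and 6.65, 8.18 and 6.49 in the Acly M-KO BMDMs, from 37 to 58 and 127 to 183 counts. The log2 fold change of *Acss2* was 1.55 (standard error 0.15, adjusted p = 9.71e-09 from edgeR's quasi-likelihood test), and it stayed between 1.39 and 1.70 with each 3 h library left out in turn. Every Acly M-KO library lay above every control library. After 24 h LPS, *Acss2* had 31.1 ± 1.07 CPM in control replicates 2, 3 and 4 and 31.3 ± 2.26 in Acly M-KO BMDMs (SD, n = 3 each), and control 24 h replicate 1 held 0 counts. The log2 fold change after 24 h LPS was 0.01 without and with that library (standard error 0.08, adjusted p = 0.952 over all 13 libraries), and it took either sign as single 24 h libraries were left out. The fold changes at the 2 time points differed by -1.53 (standard error 0.18, adjusted p = 2.65e-07 from the interaction test). *Acss2* overlaps *Gm20637* and *Mipep-ps* on the same strand and *Acss2os*, *Ggt7* and *Gss* on the other. *Acss2os* had log2 fold changes of 1.96 after 3 h and 0.03 after 24 h LPS and *Gss* 0.17 and 0.40, and since the strand setting of the counting is not named, tags could be shared between the overlapping genes. The unstimulated libraries were not analysed here.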

In line with this, both unstimulated and 3-hour LPS-activated Acly-deficient macrophages display increased expression of *Acss2*, indicating that macrophages can at least partly restore acetyl-CoA levels and adapt metabolism upon long-term Acly deletion (12).

Apart from differences in regulation of metabolism between genetic *Acly* deletion and acute inhibition *in vitro*, both methods of targeting Acly show opposite regulation of inflammatory responses (7, 8, 11). Since metabolism can dictate inflammatory responses in macrophages, the hyperinflammatory response in Acly-deficient macrophages may be an effect of i) increased flux through ACSS2 and/or ii) deregulated cholesterol biosynthesis. Firstly, in line with our results, Acly-deficient adipocytes show increased inflammatory gene signaling in combination with increased *Acss2* expression (21). Also T cells with affected metabolism and an increased flux through ACSS2 have been shown to display an augmented inflammatory response (23). These findings fit with the notion that acetate-derived acetyl-CoA is able to drive increased inflammatory responses (24). The possible link between ACSS2 and inflammation is a potential mechanistic explanation that increased ACSS2 may, at least partly, be a determinant of increased inflammatory signaling during genetic *Acly* deficiency. Secondly, we previously showed in unstimulated Acly-deficient macrophages that a deregulation of cholesterol biosynthesis results in decreased levels of the cholesterol pathway-intermediate desmosterol (12). Decreased desmosterol levels and subsequent blunted inhibition of inflammatory responses by liver X receptor (LXR) may also partly explain the hyperinflammatory genotype of Acly-deficient inflammatory macrophages. Since desmosterol levels are still decreased after 3- and 24-hour LPS stimulation, it highlights that cholesterol-related pathways are still affected on both gene expression and sterol level in LPS-stimulated Acly-deficient macrophages. When such metabolic adaptation occurs during long-term inhibition with small molecule inhibitors of Acly remains unknown and could be examined by using conditional inducible knockouts.

We now demonstrate that genetic *Acly* deletion specifically in macrophages does not alter inflammatory readouts in endotoxin-induced peritonitis except for splenic *Il6* expression, indicating that myeloid Acly deficiency may only mildly alter local LPS-elicited inflammatory responses in the spleen. Splenic *Il6* is expressed by bone marrow-derived myeloid cells upon i.p. LPS injection (25), which indicates that increased splenic *Il6* expression in myeloid Acly-deficient mice is likely due to its higher expression by myeloid cells. However, since only local alterations were evident in myeloid Acly-deficient mice, it implies that there are unidentified factors that explain the lack of a hyperinflammatory response *in vivo*, which we did observe *in vitro*. While expression of tolerogenic cytokines or chemo-attractant chemokines in peritoneal cells was similar in control and Acly^M-KO^ at baseline, there could be other unanalyzed factors regulated by myeloid Acly at baseline that attenuate a hyperinflammatory response *in vivo*. Another explanation of differences in responses *in vitro* and *in vivo* could be that tissue-resident macrophages do not all express equal amounts of Acly or the LysM-promotor at baseline or after activation, indicating that myeloid Acly deletion mediated by the LysM-Cre system will not affect all tissues to a similar extent (as can be extracted from GSE63341, GSE122108). Alternatively, decreased viability of myeloid cells upon i.p. injection with LPS might explain a reduced ability to mount inflammatory responses *in vivo*.

In sharp contrast, systemic inhibition of Acly *in vivo* with small molecules resulted in lower circulating cytokine levels in an endotoxin-induced model of peritonitis (7). This implies that beneficial effects from systemic inhibition with a small molecule inhibitor are either not solely mediated by its effect on macrophages, or cells undergoing small molecule-inhibition of Acly are not successive to adaptive metabolic changes as Acly-deficient macrophages are. However, since small molecule inhibition in macrophages *in vitro* shows decreased inflammation, it is likely that beneficial effects in peritonitis are at least partly macrophage-mediated.

Interestingly, Acly inhibition was also shown recently to be utilized for immune evasion by uropathogenic *Escherichia coli* by suppressing cytokine production during cystitis, providing additional evidence that Acly is linked to inflammatory responses (26). Additionally, circulating Acly was recently shown to be increased during sepsis, suggesting an immunological role for Acly in the disease (27). We found a decreased abundance of viable myeloid cells after activation with LPS in Acly^M-KO^ mice and an increased abundance of neutrophils at baseline, which might indicate that responses to an infection with live pathogen may be altered upon myeloid Acly deficiency. Although sterile, acute LPS-induced peritonitis does not fully reflect bacterial infections, common transcriptional macrophage responses to both gram-positive and –negative bacteria and bacterial compounds have been shown (28). Together with our findings, one could speculate that Acly^M-KO^ mice respond similar to live pathogen challenge when compared to control mice. However, this should be examined in more detail in future studies.

Lastly, we show that WAT macrophages display increased expression of *Acly* after HFD feeding. Genetic myeloid *Acly*-deletion, in turn, did not alter inflammatory outcomes, but resulted in a slightly impaired glucose tolerance in obesity. As whole-body insulin sensitivity was not impaired, this hints at a mild inhibition of insulin-independent glucose uptake. Interestingly, obese mice with an adipocyte-specific knockout of *Acly* also showed impaired glucose handling (21). Additionally, Acly expression is positively correlated with glucose transporter 4 (GLUT4) expression in human adipose tissue (21), indicating co-regulation of these proteins in this particular setting. If such co-regulation of glucose transporters exists, one cannot completely exclude the possibility that the observed metabolic defect in Acly^M-KO^ mice is secondary to decreased glucose uptake in myeloid cells.

Collectively, our results indicate that caution is warranted in prospective long-term or chronic treatments of inflammatory disorders with macrophage-specific Acly inhibitors. The findings of this study aid in further understanding the interaction between macrophage Acly and inflammatory disorders. Further studies into the development of new cell-specific Acly inhibitors can build upon the idea that chronic myeloid Acly therapy does not benefit or worsen inflammatory disorders like sepsis, obesity and EAE.

## Methods

### Animals, Treatment and Diet

C57Bl/6J mice with *loxP* sites flanking exon 9 of the *Acly* gene (*Acly^f^* ^l/fl^) (20) were crossed with *Lyz2*-Cre transgenic mice to generate mice with a myeloid-specific deletion of *Acly* (Acly^M-KO^). All mouse experiments were conducted after approval by the Committee for Animal Welfare (University of Amsterdam, VU University Amsterdam and Leiden University Medical Center).

Acute endotoxin-induced peritonitis was achieved by intraperitoneally injecting age-, weight-, and sex-matched 17 week old control and Acly^M-KO^ mice with 5 µg/g bodyweight LPS (From Escherichia coli serotype O55:B5; Sigma) in PBS or with PBS only for control. Mice were randomly allocated to either PBS control (n=3) or LPS experimental conditions (n=10). 2 hours after LPS injection, mice were euthanized by CO_2_ asphyxiation. Blood was collected by cardiac puncture with ethylene-diamine-tetraacetatic acid (EDTA; Gibco)-pretreated syringes. Peritoneal lavage was performed by injecting 5 mL 2mM EDTA in PBS in the peritoneal cavity followed by careful removal of the maximum volume of lavage fluid possible (3.8-4.6 mL). Subsequently, spleens were harvested and snap frozen in liquid nitrogen for RNA isolation.

EAE was induced in age- and sex-matched 12 week-old control and Acly^M-KO^ mice by 0.2 mL subcutaneous injection of myelin oligodendrocyte glycopeptide (MOG)_35-55_ in an emulsion with complete Freund’s adjuvant (CFA; Hooke Laboratories) followed by two times intraperitoneal injection of 200 ng pertussis toxin (PTX) dissolved in PBS (Hooke Laboratories) on 2 successive days. Mice were weighed, monitored and scored on EAE symptoms (0 = healthy; 1 = limp tail; 2 = ataxia and/or paresis of hind limbs; 3 = paralysis of hind limbs and/or paresis of forelimbs; 4= tetraplegia; 5 = moribund or dead) (29, 30) daily for the course of 30 days by 2 independent researchers blinded to mouse genotypes. In case clinical signs were less severe than typically observed, clinical scores were graded as ‘x-0.5’.

Obesity was induced by feeding mice a high-fat diet (HFD). Group randomization was systematically performed before the start of the experiment, based on age, body weight, fat mass and fasting blood glucose levels. 9 to 17 week old male control and Acly^M-KO^ mice were fed a low-fat diet (LFD, 10 kcal% fat, D12450B, Research Diets) (n=4) or a high-fat diet (45 kcal% fat, D12451, Research Diets) (n=8) for 16 weeks, during which body weight was monitored using a conventional weighing scale.

### BMDM Isolation and BMDM Culture

Bone marrow cells were flushed from femurs and tibias of control and Acly^M-KO^ mice. Bone marrow-derived macrophages (BMDMs) were generated by culturing in complete RPMI-1640 (Gibco) containing 25 mM HEPES, 2 mM L-glutamine, 10% FCS (Gibco), 100 U/ml penicillin, 100 µg/ml streptomycin (Gibco), and 15% L929-conditioned medium (LCM) for 7 days. Control and Acly^M-KO^ cells were collected and plated for RNA-sequencing at a density of 5*10^5^ cells per well in a 24-well plate and left untreated or stimulated with 100 ng/mL LPS (Sigma) for 3 or 24 hours.

### Transcriptomics

Total RNA was isolated from BMDMs using an RNeasy Mini Kit with DNase treatment (QIAGEN) followed by strand-specific library construction using the KAPA mRNA HyperPrep kit (KAPA Biosystems). Samples were sequenced as previously described (12, 31). Briefly, sequencing was performed on an HiSeq 4000 instrument (Illumina). Reads were aligned to mouse genome mm10 using *STAR 2.5.2b*. Indexing and filtering of BAM files was done with *SAMtools* after which raw tag counts and RPKM values were summed using HOMER2’s AnalyzeRepeats.pl script. Differentially expressed genes were analyzed using *DESeq2* package in R. Volcano plots and heatmaps were generated using *ggplot2, ggrepel* and *pheatmap* packages. Genes were considered differentially expressed between control and Acly^M-KO^ BMDMs when Log2 fold change >0.75 and adjusted p-value <0.05. Pathway analysis was performed by Metascape (32) [http://metascape.org] on regulated genes in 3 or 24 hour LPS-induced Acly^M-KO^ BMDMs when compared to 3 or 24 hour LPS-induced control BMDMs, respectively.

### Immunoblotting

Immunoblotting was performed as described previously (12). Briefly, BMDMs stimulated with LPS for 24 hours and lysed on ice in NP40 cell lysis buffer (ThermoFisher) with fresh protease inhibitor cocktail (Sigma-Aldrich) and fresh PhosSTOP (Sigma-Aldrich). Lysates were analyzed for protein concentration with a BCA assay (ThermoFisher) and inactivated by heating at 95°C for 10 min. 4-12% Bis-Tris gels (ThermoFisher) were used for protein separation and nitrocellulose membranes (Bio-Rad) for blotting. Membranes were incubated with antibodies against ACLY (1:1000, Abcam, ab40793) and α-Tubulin (1:2000, Sigma-Aldrich, T5168) and signal was visualized using horseradish peroxidase (HRP)-conjugated secondary antibodies in 5% BSA TBS-T and developed using SuperSignal West Pico Chemiluminescent PLUS Substrate (ThermoFisher).

### Sterol Analysis

Sterol analysis in LPS-activated macrophages was performed as described previously (12). Briefly, LPS-stimulated BMDMs were homogenized and incubated with an internal standard and saponificated during 2-hour incubation at 80°C. Sterols were extracted using hexane and quantified using a GC system (CPSil5 column, Agilent GC 7890B) with FID detection followed by GC-MS and selected ion monitoring of tMS-derivaties on an MSD5977A MS detector in EI+-mode.

### Gene Expression Analysis

Total RNA from snap frozen spleens was isolated using GeneJET RNA Purification Kit from ThermoFisher and following manufacturer’s protocol for Total RNA Purification from Mammalian Tissue. Briefly, tissue was disrupted by crushing with mortar and pestle in lysis buffer supplemented with 2% v/v β-mercaptoethanol. Lysates were homogenized by pipetting up and down and transferred to tubes before vortexing. Subsequently, samples were deproteinized by proteinase K. RNA isolation was performed on supernatants after centrifugation using the Purification Columns and wash buffers provided with the isolation kit. cDNA was transcribed using a High-Capacity cDNA Reverse Transcription Kit (ThermoFisher). Gene expression analysis was performed with SYBR Green Fast mix (Applied Biosystems) on a Viia7 system (Applied Biosystems). Expression levels were normalized to average levels of housekeeping genes ribosomal protein large P0 (*Rplp0*) and Cyclophilin A (*Ppia*).

RNA from snap-frozen adipose tissue and liver samples of LFD and HFD-fed mice was isolated using Tripure RNA Isolation reagent (Roche Diagnostics) and the phenol-chloroform extraction method. Total RNA (1 µg) was reverse transcribed and quantitative real-time PCR was performed with SYBR Green Core Kit on a MyIQ thermal cycler (Bio-Rad). mRNA expression was normalized to *RplP0* mRNA content and expressed as fold change compared to LFD-fed control mice as indicated, using the ΔΔCT method. Primer sequences used are depicted in **Supplementary Table 2**.

### Cytokine and Chemokine Analysis

Levels of IL-6, TNF, IL-12p70, IL-1β, and IL-10 were quantified in plasma and peritoneal lavage from mice with acute LPS-induced peritonitis using ELISA (Life Technologies), according to manufacturer’s protocol. CXCL1 and CXCL2 were analyzed in peritoneal lavage fluid from naïve and LPS-injected mice using ELISA (R&D systems), according to manufacturer’s protocol. Circulating IL-6 and TNF levels in obese mice were analyzed on plasma samples from 4h-fasted mice using the Cytometric Bead Array enhanced sensitivity kits (CBA; BD Biosciences) according to the manufacturer’s recommendations.

### Isolation of Stromal Vascular Fraction From Adipose Tissue

After 16 weeks on diet, LFD-fed lean and HFD-fed obese mice were sacrificed through an overdose of ketamine/xylazine. eWAT was collected after a 1 minute transcardial perfusion with PBS and digested as described previously (33, 34). In short, collected tissues were minced and incubated for 1 hour at 37°C under agitation (60 rpm) in HEPES-buffered Krebs solution (pH 7.4) containing 0.5 g/L collagenase type I from *Clostridium histolyticum* (Sigma-Aldrich), 2% (w/v) dialyzed bovine serum albumin (BSA, fraction V; Sigma-Aldrich) and 6 mM D-Glucose. The disaggregated adipose tissue was passed through a 200 μm filter (Sefar) that was washed with PBS supplemented with 2.5 mM EDTA and 1% FCS. After allowing the adipocytes to settle, the infranatant, consisting of immune cells, was collected and pelleted at 350 x g for 10 minutes at room temperature. Subsequently, the pellet was treated with erythrocyte lysis buffer (0.15 M NH_4_Cl; 1 mM KHCO_3_; 0.1 mM Na_2_EDTA). Cells were next washed with PBS/EDTA/FCS, and counted using a hemocytometer.

### Isolation of Leukocytes From Liver Tissue

Livers were collected and digested as described previously (33, 34). In short, livers were minced and incubated for 45 minutes at 37°C in RPMI 1640 + Glutamax (Life Technologies) containing 1 mg/mL collagenase type IV from *C. histolyticum*, 2000 U/mL DNase (both Sigma-Aldrich) and 1 mM CaCl_2_. The digested liver tissues were passed through a 100 μm cell strainer that was washed with PBS/EDTA/FCS. Following washing with PBS/EDTA/FCS, samples were centrifuged at 50 x g to pellet hepatocytes (3 minutes at 4°C). Next, supernatants were collected and pelleted (530 x g, 10 minutes at 4°C). Following erythrocyte lysis, CD45^+^ leukocytes were isolated using LS columns and CD45 MicroBeads (35 µL beads per liver, Miltenyi Biotec) according to manufacturer’s protocol and counted using a hemocytometer.

### Flow Cytometry

White blood cells from mice with acute endotoxin-induced peritonitis were collected by centrifugation of 1 mL collected blood and subsequent red blood cell lysis with ACK lysis buffer. Cells from peritoneal lavage were collected by centrifugation. White blood cells and cells collected by peritoneal lavage were labeled by staining for 30 minutes on ice in the dark with the following fluorescently-labelled antibodies diluted in staining buffer: CD8-BV421 (1:100), CD4-BV510 (1:150), Ly6C-BV605 (1:600), CD11c-BV650 (1:100), F4/80-BV711 (1:100), CD45-BV785 (1:500), Ly6G-FITC (1:200), MHC-II-PerCP-Cy5.5 (1:400), CD19-PE (1:100), CD11b-PE-Cy7 (1:400), NK1.1-APC (1:200), CD3-AF700 (1:50) (all from Biolegend). Unspecific antibody binding was blocked by an anti-CD16/32 antibody (1:100, BD Bioscience) and dead cells were excluded from analysis after staining with fixable viability dye-e780 (1:1000, eBioscience). Fluorescence was captured using a BD LSR Fortessa and analyzed using FlowJo 10.0.7 analysis software.

Purified epidydimal white adipose tissue (eWAT) stromal vascular cells and liver leukocytes were stained with the fixable live/dead marker Zombie-UV (1:1000; Invitrogen), fixed with 1.9% formaldehyde (Sigma-Aldrich) and stored in staining buffer at 4°C in the dark until subsequent surface staining and flow cytometry within 4 days. Cells were labeled with the following fluorescently-labelled antibodies diluted in staining buffer: Siglec-F-BV605 (1:200; BD Biosciences), CD64-PE (1:100), Ly6C-APC-Cy7 (1:700), CD11c-BV421 (1:100), F4/80-BV711 (1:200), CD45-BV785 (1:400; all Biolegend) and CD11b-PE-Cy7 (1:6000; eBioscience), for analysis of innate immune cells, and CD11c-FITC (1:100), CD11b-FITC (1:100), GR-1-FITC (1:200), CD4-BV650 (1:200; all BD Biosciences), NK1.1-FITC (1:400; eBioscience), B220-PE-Cy7 (1:200), CD3-BV605 (1:400), CD8-BV711 (1:200) and CD45-BV785 (1:400; all Biolegend) for analysis of adaptive immune cells.

All antibodies used for flow cytometry are listed in **Supplementary Table 3**.

### Glucose and Insulin Tolerance Tests

An intraperitoneal whole-body glucose tolerance test (ipGTT) was performed after 15 weeks on diet in 6h-fasted mice, as previously reported (33, 34). In short, after an initial blood collection from the tail vein (t = 0), a glucose load (2 g/kg total body weight of D-Glucose; Sigma-Aldrich) was administered i.p., and blood glucose was measured at 20, 40, 60, and 90 min after glucose administration using a hand-held Glucometer (Accu-Chek).

An intraperitoneal whole-body insulin tolerance test (ipITT) was performed after 15 weeks on diet in 4h-fasted mice, as described previously (33, 34). Briefly, a bolus of insulin (0.75U/kg total body mass; NOVORAPID) was administered i.p. after an initial blood collection from the tail vein (t = 0), and blood glucose was measured at 20, 40, 60, and 90 min after insulin administration using a Glucometer.

### Statistical Analysis

Data are presented as mean ± standard error of the mean (SEM). Statistical significance was tested using either a two-tailed Student’s *t* test for comparing 2 samples or an ordinary one-way ANOVA followed by Sidak’s correction for multiple comparisons in GraphPad Prism software (8.2.1). P-values < 0.05 were considered statistically significant indicated by *p<0.05, **p<0.01, ***p<0.001.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE169189.

## Ethics Statement

The animal study was reviewed and approved by Committee for Animal Welfare (University of Amsterdam, VU University Amsterdam and Leiden University Medical Center).

## Author Contributions

SV and HZ contributed equally to this work. Conceptualization: JVB and BG. Methodology: SV, HZ, JB, and KG. Formal analysis: SV and HZ. Investigation: SV, HZ, JB, KG, KH, EK, JL, FO, and AZ-D. Visualization: SV. Writing-review & editing: SV, HZ, HV, MW, BG, and JVB. Funding acquisition: JVB, HZ, BG and MW. All authors contributed to the article and approved the submitted version.

## Funding

JVB received a VENI grant from ZonMW (91615052) and a Netherlands Heart Foundation junior postdoctoral grant (2013T003) and senior fellowship (2017T048). MW is an established investigator of the Netherlands Heart Foundation, is supported by grants from the Netherlands Heart Foundation and Spark-Holding BV (2015B002 and 2019B016), and Fondation Leducq (16CVD-01), and holds an AMC fellowship. BG received a ZonMW TOP grant from NWO, ZonMW (91214131) and HZ received a grant supported by the NWO Graduate School Program (022.006.010).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] OsuchowskiMFWelchKSiddiquiJRemickDG. Circulating Cytokine/Inhibitor Profiles Reshape the Understanding of the SIRS/CARS Continuum in Sepsis and Predict Mortality. J Immunol (2006) 177(3):1967–74. 10.4049/jimmunol.177.3.1967 16849510

[2] MooreKJSheedyFJFisherEA. Macrophages in Atherosclerosis: A Dynamic Balance. Nat Rev Immunol (2013) 13(10):709–21. 10.1038/nri3520 PMC435752023995626

[3] ChawlaANguyenKDGohYP. Macrophage-Mediated Inflammation in Metabolic Disease. Nat Rev Immunol (2011) 11(11):738–49. 10.1038/nri3071 PMC338385421984069

[4] O’NeillLAPearceEJ. Immunometabolism Governs Dendritic Cell and Macrophage Function. J Exp Med (2016) 213(1):15–23. 10.1084/jem.20151570 26694970PMC4710204

[5] Van den BosscheJO’NeillLAMenonD. Macrophage Immunometabolism: Where are We (Going)? Trends Immunol (2017) 38(6):395–406. 10.1016/j.it.2017.03.001 28396078

[6] JhaAKHuangSCSergushichevALampropoulouVIvanovaYLoginichevaE. Network Integration of Parallel Metabolic and Transcriptional Data Reveals Metabolic Modules That Regulate Macrophage Polarization. Immunity (2015) 42(3):419–30. 10.1016/j.immuni.2015.02.005 25786174

[7] LauterbachMAHankeJESerefidouMManganMSJKolbeCCHessT. Toll-Like Receptor Signaling Rewires Macrophage Metabolism and Promotes Histone Acetylation Via ATP-Citrate Lyase. Immunity (2019) 51(6):997–1011 e7. 10.1016/j.immuni.2019.11.009 31851905

[8] LangstonPKNambuAJungJShibataMAksoylarHILeiJ. Glycerol Phosphate Shuttle Enzyme GPD2 Regulates Macrophage Inflammatory Responses. Nat Immunol (2019) 20(9):1186–95. 10.1038/s41590-019-0453-7 PMC670785131384058

[9] WellenKEHatzivassiliouGSachdevaUMBuiTVCrossJRThompsonCB. ATP-Citrate Lyase Links Cellular Metabolism to Histone Acetylation. Science (2009) 324(5930):1076–80. 10.1126/science.1164097 PMC274674419461003

[10] VerberkSGde GoedeKEVan den BosscheJ. Metabolic-Epigenetic Crosstalk in Macrophage Activation: An Updated View. Epigenomics (2019) 11(7):719–21. 10.2217/epi-2019-0073 31150278

[11] InfantinoVIacobazziVPalmieriFMengaA. ATP-Citrate Lyase is Essential for Macrophage Inflammatory Response. Biochem Biophys Res Commun (2013) 440(1):105–11. 10.1016/j.bbrc.2013.09.037 24051091

[12] BaardmanJVerberkSGSvan der VeldenSGijbelsMJJvan RoomenCPPASluimerJC. Macrophage ATP Citrate Lyase Deficiency Stabilizes Atherosclerotic Plaques. Nat Commun (2020) 11(1):1–15. 10.1038/s41467-020-20141-z 33293558PMC7722882

[13] LewisAJSeymourCWRosengartMR. Current Murine Models of Sepsis. Surg Infect (Larchmt) (2016) 17(4):385–93. 10.1089/sur.2016.021 PMC496047427305321

[14] KratzMCoats BrittneyRHisert KatherineBHagmanDMutskovVPerisE. Metabolic Dysfunction Drives a Mechanistically Distinct Proinflammatory Phenotype in Adipose Tissue Macrophages. Cell Metab (2014) 20(4):614–25. 10.1016/j.cmet.2014.08.010 PMC419213125242226

[15] LackeyDEOlefskyJM. Regulation of Metabolism by the Innate Immune System. Nat Rev Endocrinol (2016) 12(1):15–28. 10.1038/nrendo.2015.189 26553134

[16] ObstfeldAESugaruEThearleMFranciscoAMGayetCGinsbergHN. C-C Chemokine Receptor 2 (CCR2) Regulates the Hepatic Recruitment of Myeloid Cells That Promote Obesity-Induced Hepatic Steatosis. Diabetes (2010) 59(4):916–25. 10.2337/db09-1403 PMC284483920103702

[17] TalukdarSOhDYBandyopadhyayGLiDXuJMcNelisJ. Neutrophils Mediate Insulin Resistance in Mice Fed a High-Fat Diet Through Secreted Elastase. Nat Med (2012) 18(9):1407–12. 10.1038/nm.2885 PMC349114322863787

[18] TranSBabaIPoupelLDussaudSMoreauMGelineauA. Impaired Kupffer Cell Self-Renewal Alters the Liver Response to Lipid Overload During Non-Alcoholic Steatohepatitis. Immunity (2020) 53(3):627–40.e5. 10.1016/j.immuni.2020.06.003 32562600

[19] LiuXCooperDECluntunAAWarmoesMOZhaoSReidMA. Acetate Production From Glucose and Coupling to Mitochondrial Metabolism in Mammals. Cell (2018) 175(2):502–13.e13. 10.1016/j.cell.2018.08.040 30245009PMC6173642

[20] ZhaoSTorresAHenryRATrefelySWallaceMLeeJV. ATP-Citrate Lyase Controls a Glucose-to-Acetate Metabolic Switch. Cell Rep (2016) 17(4):1037–52. 10.1016/j.celrep.2016.09.069 PMC517540927760311

[21] FernandezSViolaJMTorresAWallaceMTrefelySZhaoS. Adipocyte ACLY Facilitates Dietary Carbohydrate Handling to Maintain Metabolic Homeostasis in Females. Cell Rep (2019) 27(9):2772–84 e6. 10.1016/j.celrep.2019.04.112 31141698PMC6608748

[22] GaoXLinSHRenFLiJTChenJJYaoCB. Acetate Functions as an Epigenetic Metabolite to Promote Lipid Synthesis Under Hypoxia. Nat Commun (2016) 7:11960. 10.1038/ncomms11960 27357947PMC4931325

[23] LeoneRDZhaoLEnglertJMSunI-MOhM-HSunI-H. Glutamine Blockade Induces Divergent Metabolic Programs to Overcome Tumor Immune Evasion. Science (2019) 366(6468):1013–21. 10.1126/science.aav2588 PMC702346131699883

[24] KendrickSFO’BoyleGMannJZeybelMPalmerJJonesDE. Acetate, the Key Modulator of Inflammatory Responses in Acute Alcoholic Hepatitis. Hepatology (2010) 51(6):1988–97. 10.1002/hep.23572 20232292

[25] ZhangZLa PlacaDNguyenTKujawskiMLeKLiL. CEACAM1 Regulates the IL-6 Mediated Fever Response to LPS Through the RP105 Receptor in Murine Monocytes. BMC Immunol (2019) 20(1):7. 10.1186/s12865-019-0287-y 30674283PMC6345024

[26] ZhangZWangMZhangYZhangYBartkuhnMMarkmannM. Uropathogenic Escherichia Coli Virulence Factor α Hemolysin Reduces Histone Acetylation to Inhibit Expression of Pro-Inflammatory Cytokine Genes. J Infect Dis (2021) 223(6):1041–51. 10.1093/infdis/jiab018 33453118

[27] WangCZhuXCuiYMiaoHXuYXiongX. Serum Proteome-Wide Identified ATP Citrate Lyase as a Novel Informative Diagnostic and Prognostic Biomarker in Pediatric Sepsis: A Pilot Study. Immun Inflammation Dis (2020). 10.1002/iid3.399 PMC812756533378581

[28] BenoitMDesnuesBMegeJL. Macrophage Polarization in Bacterial Infections. J Immunol (2008) 181(6):3733–9. 10.4049/jimmunol.181.6.3733 18768823

[29] BriniERuffiniFBergamiABrambillaEDatiGGrecoB. Administration of a Monomeric CCL2 Variant to EAE Mice Inhibits Inflammatory Cell Recruitment and Protects From Demyelination and Axonal Loss. J Neuroimmunol (2009) 209(1-2):33–9. 10.1016/j.jneuroim.2009.01.022 19232440

[30] UmmenthumKPeferoenLAFinardiABakerDPryceGMantovaniA. Pentraxin-3 is Upregulated in the Central Nervous System During MS and EAE, But Does Not Modulate Experimental Neurological Disease. Eur J Immunol (2016) 46(3):701–11. 10.1002/eji.201545950 26576501

[31] BaardmanJVerberkSGSPrangeKHMvan WeeghelMvan der VeldenSRyanDG. A Defective Pentose Phosphate Pathway Reduces Inflammatory Macrophage Responses During Hypercholesterolemia. Cell Rep (2018) 25(8):2044–52.e5. 10.1016/j.celrep.2018.10.092 30463003

[32] ZhouYZhouBPacheLChangMKhodabakhshiAHTanaseichukO. Metascape Provides a Biologist-Oriented Resource for the Analysis of Systems-Level Datasets. Nat Commun (2019) 10(1):1523. 10.1038/s41467-019-09234-6 30944313PMC6447622

[33] HussaartsLGarcia-TardonNvan BeekLHeemskerkMMHaeberleinSvan der ZonGC. Chronic Helminth Infection and Helminth-Derived Egg Antigens Promote Adipose Tissue M2 Macrophages and Improve Insulin Sensitivity in Obese Mice. FASEB J (2015) 29(7):3027–39. 10.1096/fj.14-266239 25852044

[34] van der ZandeHJPGonzalezMAde RuiterKWilbersRHPGarcia-TardonNvan HuizenM. The Helminth Glycoprotein Omega-1 Improves Metabolic Homeostasis in Obese Mice Through Type 2 Immunity-Independent Inhibition of Food Intake. FASEB J (2021) 35(2):e21331. 10.1101/2020.07.03.186254 33476078PMC7898285

# Supplementary material for: Myeloid ATP Citrate Lyase Regulates Macrophage Inflammatory Responses In Vitro Without Altering Inflammatory Disease Outcomes
**Source:** Front Immunol. 2021 Apr 26;12:669920. doi: 10.3389/fimmu.2021.669920
**Supplement:** Supplementary file 1

Supplementary information for:

**Myeloid ATP citrate lyase regulates macrophage inflammatory responses *in vitro* without altering inflammatory disease outcomes**

Sanne G.S. Verberk<sup>1,#</sup>, Hendrik J.P. van der Zande<sup>2,#</sup>, Jeroen Baardman<sup>3</sup>, Kyra E. de Goede<sup>1</sup>, Karl J. Harber<sup>1,3</sup>, Eelco D. Keuning<sup>1</sup>, Joost M. Lambooi<sup>2</sup>, Frank Otto<sup>2</sup>, Anna Zawistowska-Deniziak<sup>2,4</sup>, Helga E. de Vries<sup>1</sup>, Menno P.J. de Winther<sup>3</sup>, Bruno Guigas<sup>2</sup>, Jan Van den Bossche<sup>1\*</sup>

#Contributed equally

Jan Van den Bossche

**Contents:**

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Table 1 - Cell abundance in blood and peritoneal lavage

Supplementary Table 2 - List of primers used for the determination of gene expression levels

Supplementary Table 3 - List of used antibodies

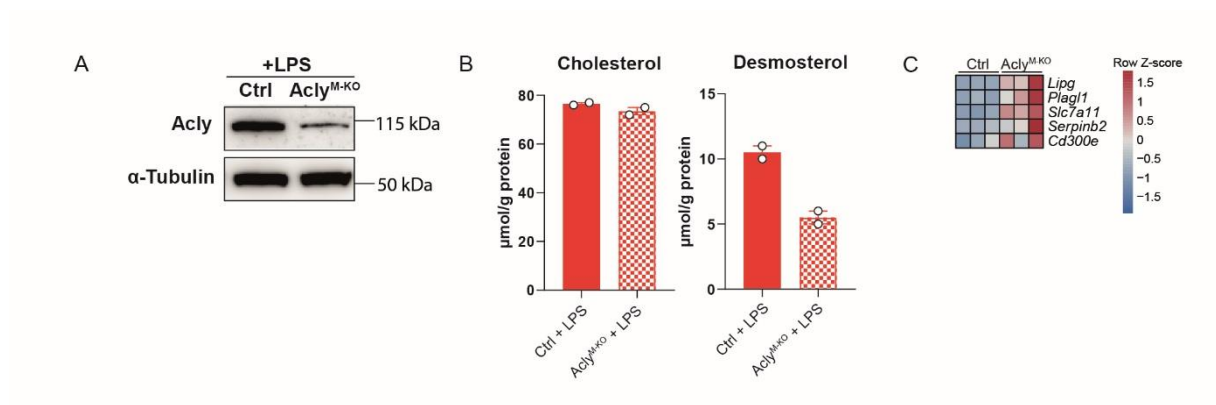

**Supplementary Figure 1** (A) Protein levels of Acly in 24-hour LPS-activated BMDMs, assessed by immunoblotting analysis. (B) Cholesterol and desmosterol levels in 24-hour LPS-activated BMDMs. (C) Significantly regulated LPS-induced genes in unstimulated BMDMs.

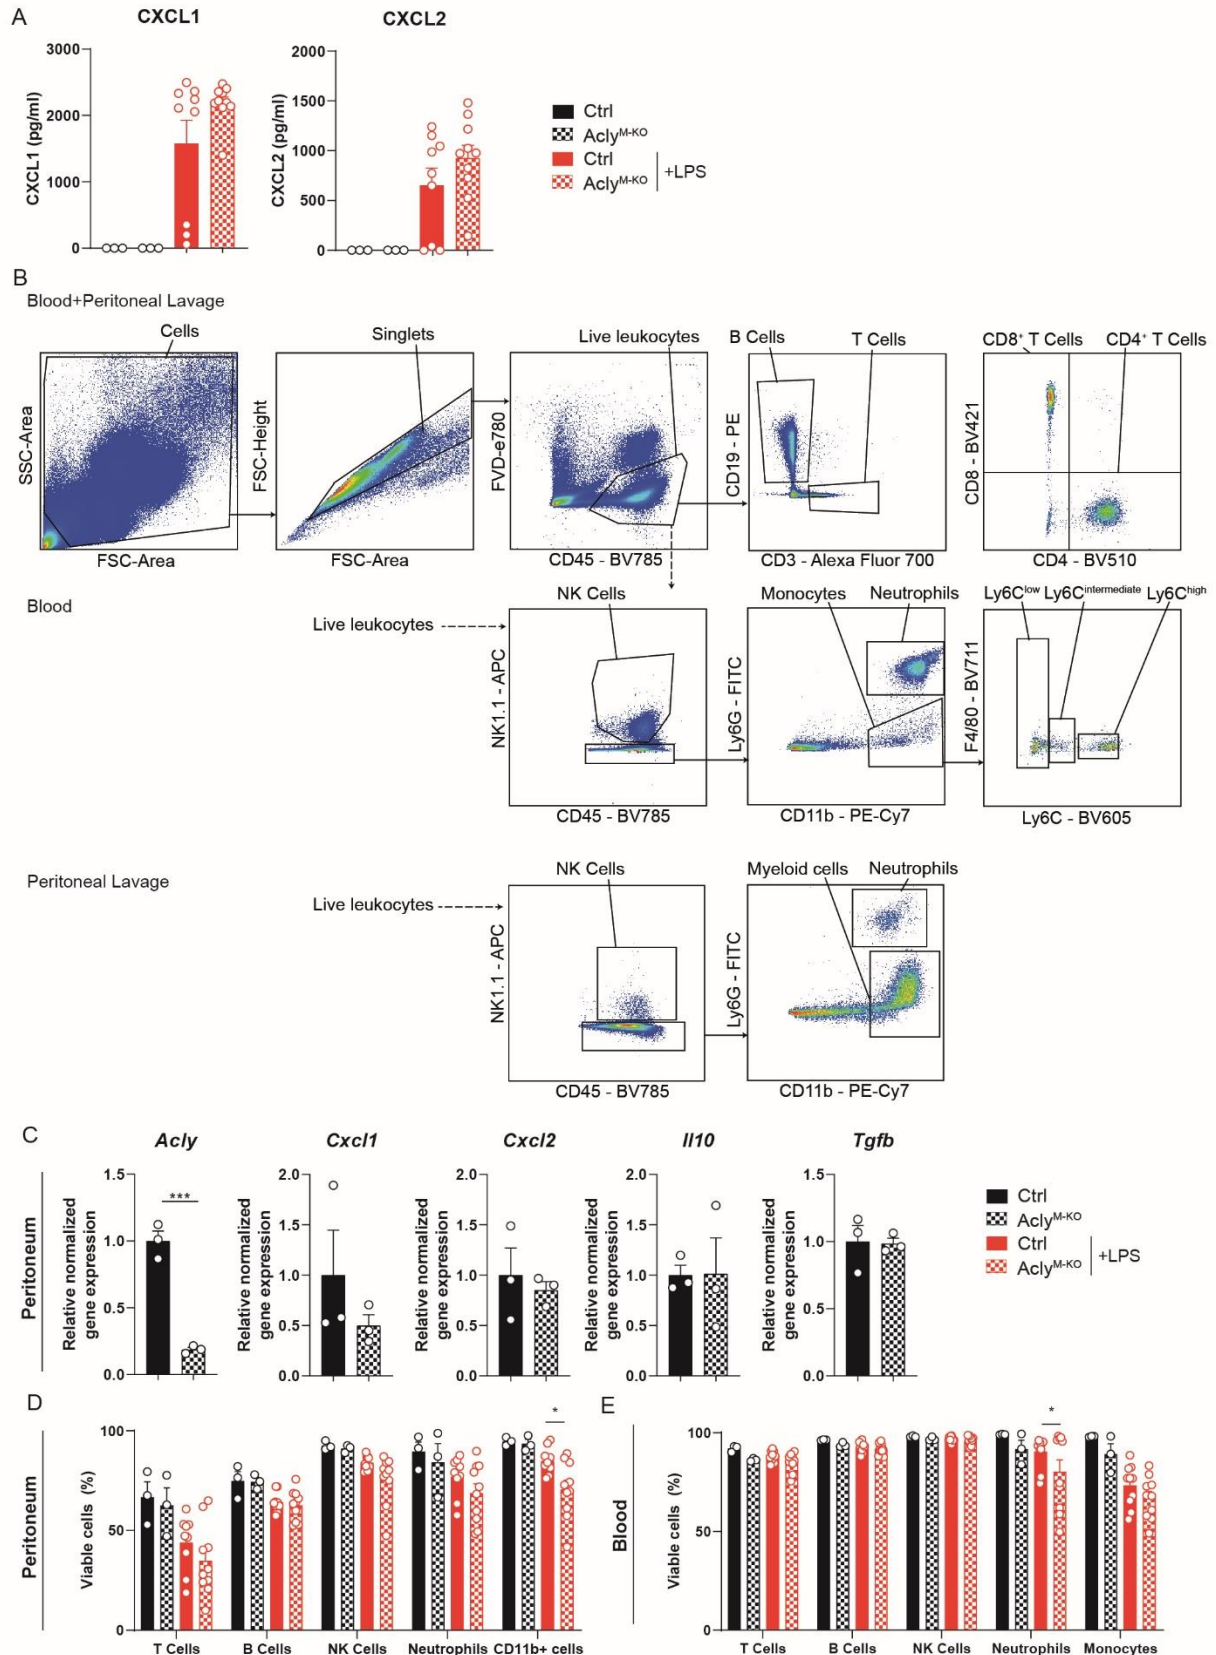

**Supplementary Figure 2. (A)** Levels of CXCL1 and CXCL2 in peritoneal lavage. **(B)** Flow cytometry gating strategy for analysis of blood and peritoneal B cells, T cells, CD4<sup>+</sup>/CD8<sup>+</sup> T cells, NK cells, Monocytes/Myeloid cells, and Neutrophils. **(C, D)** Viability of cell subsets as defined by flow cytometry in peritoneum **(C)** and blood **(D)**. **(E)** Gene expression on peritoneal exudate cells at baseline. Values represent mean±SEM (n=3/3/10/10 (Ctrl vehicle/KO vehicle/Ctrl LPS/KO LPS)). \*P<0.05 by ordinary Two-way ANOVA with Sidak's post hoc test for multiple comparisons.

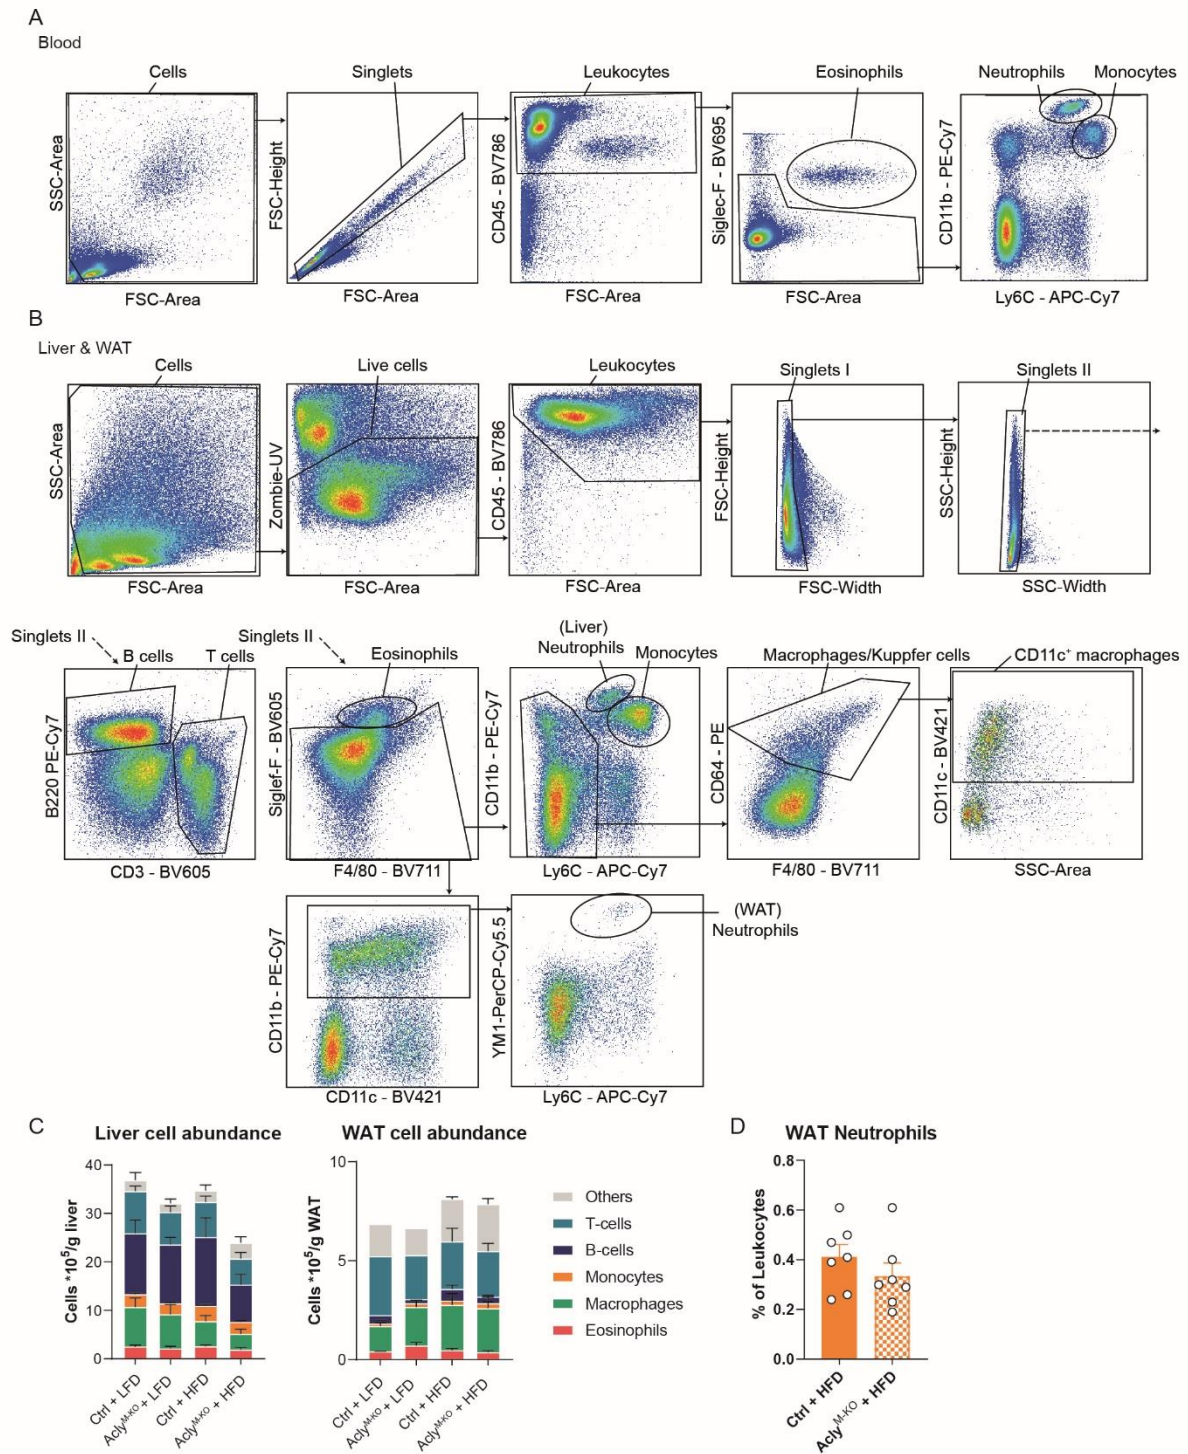

**Supplementary Figure 2.** (A,B) Flow cytometry gating for eosinophils, neutrophils and monocytes in blood (A) and for eosinophils, neutrophils, monocytes, macrophages (Kupffer cells in liver), CD11c<sup>+</sup> macrophages, B cells and T cells in liver and WAT. (C) Flow cytometric determination of immune cell composition in liver and WAT per gram of tissue. (D) Neutrophil abundance in WAT upon HFD feeding. Values represent mean  $\pm$  SEM (n=3/3/6/7 (Ctrl LFD, KO LFD, Ctrl HFD, KO HFD))

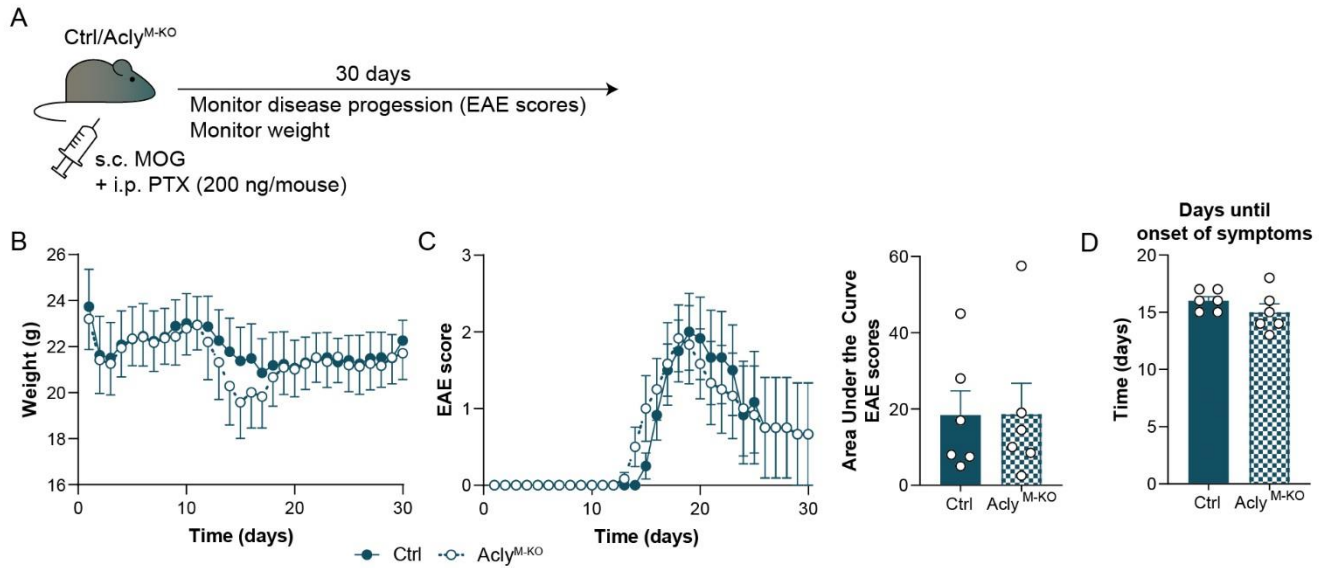

**Supplementary Figure 3.** Experimental autoimmune encephalitis. **(A)** Control and Acly<sup>M-KO</sup> mice were injected subcutaneously with a myelin oligodendrocyte (MOG)-solution and intraperitoneally with pertussis toxin (PTX). **(B)** Weight progression during the course of 30 days in control and Acly<sup>M-KO</sup> mice. **(C)** EAE scoring during the course of 30 days and derived area under the curve (AUC) in control and Acly<sup>M-KO</sup> mice. **(D)** Days until onset of symptoms in control and Acly<sup>M-KO</sup> mice. Values represent mean  $\pm$  SEM (n=6/6 (ctrl/Acly<sup>M-KO</sup>)).

**Supplementary Table 1.** Cell abundance in blood and peritoneal lavage (PL), accompanying Figure 2E,F

|                | Ctrl    |     | Acly <sup>M-KO</sup> |       | Ctrl + LPS |      | ACLY <sup>M-KO</sup> + LPS |       |
|----------------|---------|-----|----------------------|-------|------------|------|----------------------------|-------|
| PL             | Average | SD  | Average              | SD    | Average    | SD   | Average                    | SD    |
| NK Cells       | 1.8     | 0.5 | 1.3                  | 0.2   | 1.3        | 0.5  | 1.2                        | 0.3   |
| Neutrophils    | 0.4     | 0.2 | 5.6                  | * 4.0 | 2.0        | 1.3  | 0.8 <sup>#</sup>           | 2.6   |
| CD11b+ cells   | 50.4    | 8.0 | 44.0                 | 17.2  | 42.1       | 13.5 | 24.1                       | * 9.7 |
| B Cells        | 35.0    | 7.8 | 36.1                 | 14.4  | 42.4       | 10.3 | 61.5                       | 11.4  |
| T Cells        | 5.2     | 0.8 | 3.1                  | 0.6   | 4.3        | 0.9  | 3.4                        | 0.4   |
| - CD8+ T Cells | 12.3    | 1.4 | 9.3                  | 3.1   | 10.6       | 3.5  | 8.8                        | 1.6   |
| - CD4+ T Cells | 67.4    | 8.3 | 55.7                 | 18.4  | 69.0       | 6.0  | 75.2                       | 7.6   |
| (n=)           | 3       |     | 3                    |       | 9          |      | 10                         |       |
|                | Ctrl    |     | Acly <sup>M-KO</sup> |       | Ctrl + LPS |      | ACLY <sup>M-KO</sup> + LPS |       |
| Blood          | Average | SD  | Average              | SD    | Average    | SD   | Average                    | SD    |
| NK Cells       | 4.7     | 1.2 | 4.0                  | 0.2   | 14.4       | 5.6  | 21.2                       | 7.3   |
| Neutrophils    | 10.0    | 5.3 | 5.1                  | 3.1   | 13.3       | 4.6  | 16.1 <sup>#</sup>          | 12.4  |
| Monocytes      | 10.4    | 0.5 | 9.1                  | 3.1   | 2.1        | 1.1  | 1.9                        | 0.8   |
| B Cells        | 57.7    | 6.4 | 62.3                 | 3.8   | 51.2       | 7.8  | 42.8                       | 8.5   |
| T Cells        | 13.8    | 4.7 | 15.7                 | 3.1   | 13.8       | 5.0  | 12.7                       | 4.8   |
| - CD8+ T Cells | 48.4    | 2.4 | 47.7                 | 1.1   | 51.4       | 2.0  | 54.9                       | 4.0   |
| - CD4+ T Cells | 49.2    | 2.1 | 49.4                 | 0.9   | 45.5       | 2.4  | 41.8                       | 5.3   |
| (n=)           | 3       |     | 3                    |       | 10         |      | 10                         |       |

# 1 outlier detected with ROUT's outlier test (Graphpad Prism 8.2.1)  
\* P<0.05, significant difference between Ctrl and Acly<sup>M-KO</sup> from same stimulation

**Supplementary Table 2.** List of primer sequences

| Marker                                     | Forward primer                      | Reverse primer                       |
|--------------------------------------------|-------------------------------------|--------------------------------------|
| <b>Endotoxin-induced peritonitis model</b> |                                     |                                      |
| <i>Rplp0</i>                               | GGACCCGAGAAGACCTCCTT                | GCACATCACTCAGAATTTCAATGG             |
| <i>Ppia</i>                                | TTCCTCCTTTTACAGAAATTATTCCA          | CCGCCAGTGCCATTATGG                   |
| <i>Il1b</i>                                | AAAGAATCTATACCTGTCCTGTGTA<br>ATGAAA | GGTATTGCTTGGGATCCACACT               |
| <i>Il6</i>                                 | GCTACCAAACCTGGATATAATCAGG<br>AAA    | CTTGTTATCTTTTAAGTTGTTCTTCA<br>TGACTC |
| <i>Il10</i>                                | TTTGAATTCCCTGGGTGAGAA               | CTCCACTGCCTTGCTCTTATTTTC             |
| <i>Tnf</i>                                 | CATCTTCTCAAAATTCGAGTGACAA           | TGGGAGTAGACAAGGTACAACCC              |
| <i>Il12b</i>                               | GGTGCAAAGAAACATGGACTTG              | CACATGTCACTGCCCCGAGAGT               |
| <i>Acly</i>                                | CCCCAAGATTCAGTCCCAAGT               | GCCTTGGTATGTCGGCTGAA                 |
| <i>Cxcl1</i>                               | ACCCAAACCGAAGTCATAGCC               | AGACAGGTGCCATCAGAGC                  |
| <i>Cxcl2</i>                               | CATCCAGAGCTTGAGTGTGAC               | CTTTGGTTCTTCCGTTGAGGG                |
| <i>Tgfb</i>                                | GTCACTGGAGTTGTACGGCA                | AGCCCTGTATTCCGTCTCCT                 |
| <b>Obesity model</b>                       |                                     |                                      |
| <i>Rplp0</i>                               | TCTGGAGGGTGTCCGCAACG                | GCCAGGACGCGCTTGTACCC                 |
| <i>Adgre</i>                               | CTTTGGCTATGGGCTTCCAGTC              | GCAAGGAGGACAGAGTTTATCGTG             |
| <i>Itgax</i>                               | GCCACCAACCCTTCCTGGCTG               | TTGGACACTCCTGCTGTGCAGTTG             |
| <i>Ccl2</i>                                | TCAGCCAGATGCAGTTAACGCCC             | GCTTCTTTGGGACACCTGCTGCT              |
| <i>Tnf</i>                                 | GTCCCCAAAGGGATGAGAAG                | CACTTGGTGGTTTGCTACGA                 |

**Supplementary Table 3.** List of antibodies used

| Marker                                     | Fluorochrome    | Clone     | Supplier       | Catalog Number |
|--------------------------------------------|-----------------|-----------|----------------|----------------|
| <b>Endotoxin-induced peritonitis model</b> |                 |           |                |                |
| <b>FVD</b>                                 | e780            |           | eBioscience    | 65-0865-14     |
| <b>CD45</b>                                | BV785           | 30-F11    | Biolegend      | 103149         |
| <b>CD19</b>                                | PE              | 6D5       | Biolegend      | 115507         |
| <b>CD3</b>                                 | Alexa Fluor 700 | 17A2      | Biolegend      | 100215         |
| <b>CD8a</b>                                | BV421           | 53-6.7    | Biolegend      | 100753         |
| <b>CD4</b>                                 | BV510           | RM4-5     | Biolegend      | 100553         |
| <b>NK1.1</b>                               | APC             | PK136     | Biolegend      | 108709         |
| <b>Ly6G</b>                                | FITC            | 1A8       | Biolegend      | 127605         |
| <b>CD11b</b>                               | BV650           | M1/70     | Biolegend      | 101239         |
| <b>F4/80</b>                               | BV711           | BM8       | Biolegend      | 123147         |
| <b>Ly6C</b>                                | BV605           | HK1.4     | Biolegend      | 128035         |
| <b>Obesity model</b>                       |                 |           |                |                |
| <b>Zombie</b>                              | UV              |           | Invitrogen     | 423107         |
| <b>CD45</b>                                | BV785           | 30-F11    | Biolegend      | 103149         |
| <b>Siglec-F</b>                            | BV605           | E50-2440  | BD Biosciences | 740388         |
| <b>CD11b</b>                               | PE-Cy7          | M1/70     | eBioscience    | 25-0112        |
| <b>CD11b</b>                               | FITC            | M1/70     | eBioscience    | 11-0112        |
| <b>Ly6C</b>                                | APC-Cy7         | HK1.4     | Biolegend      | 128026         |
| <b>CD64</b>                                | PE              | X54-5/7.1 | Biolegend      | 139304         |
| <b>F4/80</b>                               | BV711           | BM8       | Biolegend      | 123147         |
| <b>CD11c</b>                               | BV421           | N418      | Biolegend      | 117330         |
| <b>CD11c</b>                               | FITC            | HL3       | BD Biosciences | 553801         |
| <b>B220</b>                                | PE-Cy7          | RA3-6B2   | Biolegend      | 103221         |
| <b>CD3</b>                                 | BV605           | 17A2      | Biolegend      | 100237         |
| <b>GR-1</b>                                | FITC            | RB6-8C5   | BD Biosciences | 553126         |
| <b>NK1.1</b>                               | FITC            | PK136     | eBioscience    | 11-5941        |

How the deposited data were processed for this re-analysis (not part of the article)

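RNA-seq was measured in BMDMs from control and Acly M-KO mice after 3 h and 24 h LPS at 100 ng/mL, in 13 libraries: 3 control and 3 Acly M-KO at 3 h, and 4 control and 3 Acly M-KO at 24 h. Samples were assigned to genotype, time point and replicate from their labels, which name the genotype, the time and a replicate number. Unstimulated libraries were not analysed here.

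The authors made strand-specific mRNA libraries, aligned the reads to mm10 with STAR, indexed and filtered the alignments with SAMtools, and summed raw tags per RefSeq transcript with HOMER's analyzeRepeats. The deposited table holds these raw counts, which are whole numbers without normalization, for 35745 transcripts, and 0 of its columns were left unused. The RPKM values that the methods also mention were not used here. The paper's text does not name the strand or isoform setting of the counting. Tags could therefore be shared with antisense or overlapping genes, which are named beside some of the results only.

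Of the 35745 transcripts, 35440 were matched to a gene symbol through a RefSeq gene table and 35628 after GENCODE's annotation of GRCm38 was added. The 117 transcripts without a symbol took 1.13% of all counts. They name a transcript and were kept in the library sizes and the test. There were 24562 genes, and 6089 of them had more than 1 transcript. Of the 15767 transcripts with counts whose gene has several such transcripts, 11422 had counts identical to another one in every library. Each symbol was represented by its transcript with the highest total count. That reading of the rule, which counts each symbol once, was settled after first counts of changed genes had been seen. As alternatives added later, a gene was called when any of its transcripts was, or 1 transcript per gene was kept before the fit.

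Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In the fit whose values are reported, counts were normalized by TMM, transcripts were filtered with filterByExpr on the 4 groups, which left 19621 transcripts of 11942 genes, and robust quasi-likelihood models were fitted to all 13 libraries with 4 groups. The contrasts were Acly M-KO against control at 3 h, the same at 24 h, and their difference. P-values were adjusted by Benjamini and Hochberg's method over all transcripts tested. A gene was changed at an adjusted p-value under 0.05 and a log2 fold change beyond 0.75 in either direction, as in the paper's methods. An interaction needed the adjusted p-value only. Standard errors were computed from the log2 fold change and the F statistic. CPM are counts scaled to a common library size after TMM normalization, as mean and SD over libraries.

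Total counts were 21274102 to 59577343 in all libraries except control 24 h replicate 1, which held 34467. The deepest library held 1728.5 times its counts. In that library 401 genes had at least 10 counts, and 1 count stood for 22.4 CPM, so that its values of single genes carry counting error of the size of the values themselves. Across genes it also correlated better with the 3 h libraries (0.677 to 0.681) than with the other 24 h libraries (0.620 to 0.623), so its values may not be those of control macrophages at 24 h. The paper reports n = 3. To find its samples, the colours of Figures 1E and 1F were read from the picture and correlated with the row-scaled log counts, over 36 orders of the libraries for Figure 1E (best correlation 0.974) and 144 for Figure 1F. For Figure 1F the best was 0.927 with control replicates 2, 3 and 4 and 0.488 with any choice that held replicate 1. Within the control columns alone these values were 0.680 and 0.382. Main values at 24 h are therefore also given without control 24 h replicate 1, and that library stayed in the fit of all 13, as set before the data were examined.

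Genes named in the text were chosen by a rule set before the data were examined. It names every gene the paper names for this experiment in its text, in Figures 1B, 1E and 1F and in Supplementary Figure 1C, and *Acss2*. It adds, at each time and in each direction, the 5 changed genes with the largest fold change whose Acly M-KO libraries all lie beyond all controls and whose mean normalized count is at least 10 in a group, and the changed members of the gene lists. *Lyz1*, *Tnf*, *Il1b*, *Fdft1*, overlapping genes and the neutrophil markers were named after their values were seen. *Abca1*, *Abcg1*, *Arl4c*, *Lpcat3*, *Mylip* and *Srebf1*, members of the LXR list that were not changed, were also named outside this rule. The 3 sterol-regulated genes come from a list written after the pattern of the cholesterol synthesis genes had been seen and before the values of its own genes had. Some genes are not reported here, and the plot of the lists, the test on sterol-regulated genes and the counts of named genes at the outlying library and the interaction leave them out. Lists of cholesterol synthesis, fatty acid synthesis, cytokines and chemokines, LXR targets and interferon response genes, as well as markers of neutrophils, lymphocytes, fibroblasts and dendritic cells and genes of the sex chromosomes, were also written before. The first 5 lists were tested with camera at a preset correlation of 0.01, adjusted over 10 tests, and with fry and an estimated correlation as alternatives.

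Alternatives set before the data were examined were DESeq2 in place of edgeR, DESeq2 with shrunken fold changes, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, a fold threshold of 1, no fold threshold, glmTreat, only the 2 groups compared in a fit, the replicate number as a block, and each library left out in turn. Chosen after seeing the data were the alternatives on transcripts of a gene, a filter that ignores control 24 h replicate 1, and DESeq2 on the 12 libraries of Figure 1, also with shrunken fold changes and with each time fitted alone. An adjusted p-value that DESeq2 did not give was left out.

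The procedure was tested on simulated data with the real libraries' sizes and 200 changed genes. edgeR recovered 95% of the changed genes at 3 h with 2 false calls and 98% at 24 h with 7 false calls, among 11841 genes. DESeq2 recovered 87.5% and 87% with all 13 libraries, and 95% and 96.5% without control 24 h replicate 1, among 11934 genes. For the interaction edgeR recovered 94% of the genes changed at a single time with 27 false calls, and DESeq2 75.5% with 0, or 92.8% with 17 without control 24 h replicate 1. The list test called 0 of 10 unchanged lists at an adjusted p-value under 0.05. The recovered shares hold only for the sizes of change simulated, and none is given for changes near the fold threshold. In the real data, DESeq2 called 201 genes at 3 h without control 24 h replicate 1 and 48 with it. The simulation showed no fall of that size, so it does not cover the effect of that library on DESeq2.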

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

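The tests on control 24 h replicate 1, the cholesterol synthesis genes, *Mmp8* and *Csf3* in this part were chosen only after the results they bear on had been seen.

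Control 24 h replicate 1 stood apart from the other 3 control libraries at 24 h. The ratio of its gap to the nearest library over the range of the group was 0.862 for the log2 of the total counts, and about 1 in 20 groups of 4 pass the 95% critical value of this ratio by chance. Among 40 genes named here, 27 were past that value on the log2 scale of CPM plus 1, and control 24 h replicate 1 was the extreme library in all 27. It was the lowest for 18 genes, with ratios of 0.972 for *AA467197*, 0.970 for *Acly*, 0.981 for *Acss2*, 0.917 for *Apoc2*, 0.911 for *Cd300e*, 0.953 for *Dhcr7*, 0.975 for *Inhba*, 0.877 for *Lyz2*, 0.888 for *Mir147*, 0.903 for *Mvk*, 0.856 for *Mycl*, 0.930 for *Osm*, 0.891 for *Plcxd2*, 0.998 for *Scd2*, 0.935 for *Slamf1*, 0.899 for *Slc6a19*, 0.949 for *Slc7a11* and 0.972 for *Tarm1*. It was the highest for 9, with 0.882 for *Fads2*, 0.834 for *Fasn*, 0.951 for *Fdps*, 0.928 for *Hmgcs1*, 0.983 for *Il6*, 0.953 for *Lipg*, 0.839 for *Scd1*, 0.945 for *Serpinb2* and 0.887 for *Vcan*. Among 11357 other genes, 71.7% were past it, and control 24 h replicate 1 was the extreme library for 99.8% of those, so the genes named here are not special in this. The library held 34467 counts, where 1 count stands for 22.4 CPM. Low depth alone would leave it as near to the libraries of its own time as other libraries thinned at random to its counts. Across genes, which are not independent replicates, it correlated at 0.677 to 0.681 with the 3 h libraries and at 0.620 to 0.623 with the other 24 h libraries. Its mean correlation with the 3 h libraries was thus higher by 0.0574, whereas in 10 draws from each of the 12 other libraries that with the other time less that with their own time was -0.0729 to -0.0320. A mislabelled 3 h sample is a candidate explanation. The chi-square per gene of this library was 1.46 against the Acly M-KO and 1.67 against the control libraries at 3 h, and 5.29 and 5.47 against those at 24 h, where the thinned libraries had 0.955 to 1.10 against their own group. A sample mixed from the other libraries is another candidate explanation, and the mixture of the 4 groups that came nearest, with 94.7% from Acly M-KO at 3 h, still left 1.45. These cannot be told apart, since the library was nearest to those at 3 h but farther from each group, and from each mixture of them, than the thinned libraries were from theirs, and a condition that is not among the 13 libraries was not tested. No biological explanation was tested for this library.

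The effect of Acly deficiency differed between 3 h and 24 h LPS for 907 genes, by edgeR's interaction test. In 100 regroupings of the libraries within each time, the real one included, only 1, the real one, reached 907, and the highest other number was 189. Of the gene lists, the median difference (24 h minus 3 h) was -1.88 for cholesterol synthesis, -0.80 for fatty acid synthesis, -0.12 for LXR targets and 0.22 for interferon response genes. Among the genes named here, 29 had a lower and 14 a higher fold change after 24 h LPS, and all 43 had an adjusted p-value under 0.05 also without control 24 h replicate 1. Those of cholesterol synthesis were *Acat2* (-2.46), *Cyp51* (-1.97), *Dhcr7* (-2.33), *Fdps* (-2.56), *Hmgcs1* (-1.47), *Hsd17b7* (-2.31), *Idi1* (-2.68), *Lss* (-2.34), *Msmo1* (-1.395), *Mvd* (-1.97), *Mvk* (-2.09), *Nsdhl* (-1.57), *Pmvk* (-1.68), *Sc5d* (-1.41), *Sqle* (-1.80) and *Tm7sf2* (-1.01). Those of fatty acid synthesis were *Acsl3* (-1.46), *Acss2* (-1.53), *Fads2* (-3.59), *Fasn* (-2.64), *Scd1* (-3.08) and *Scd2* (-2.21). The others with a lower fold change after 24 h were *Acly* (-0.53), *Apoc2* (-1.08), *C1qa* (-0.35), *Cd300e* (-1.34), *Dusp8* (-2.06), *Gsta3* (-2.43) and *Osm* (-0.83). Those with a higher one were *AA467197* (0.94), *Cd38* (0.65), *Gm4841* (1.07), *Mir147* (0.76), the transcript NM_001331155 (1.84), *Nos2* (0.46), *Plcxd2* (1.59), *S1pr1* (0.97), *Slamf1* (1.70), *Slc7a11* (0.88), *Tarm1* (0.49), *Tnfrsf9* (1.92), *Vcan* (1.12) and *Vnn3* (1.98).

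The opposite direction of the cholesterol synthesis genes at the 2 time points has 3 technical explanations that the tables argue against. If the time labels of Acly M-KO libraries had been exchanged, a library would correlate better with the controls of the other time, but each correlated better with those of its own, by at least 0.0973. If 1 library carried the pattern, leaving it out would remove it, but the median difference closest to 0 in the 13 fits without 1 library was -1.81 (without Acly M-KO 3 h replicate 2). Scaling between libraries would shift the list and all other genes alike, but the median difference of the list, less that of all genes, was -1.90, which no factor per library changes. Gene length, GC content and library batches, which the labels do not give, were not tested. What also stays open is biological. A candidate explanation is sterol-regulated transcription, with less sterol sensed after 3 h and more after 24 h LPS in Acly M-KO macrophages. It predicts the same pattern in sterol-regulated genes outside the pathway. In 3 such genes, from a list written after that pattern and before their own values had been seen, the median difference was -0.883, with *Insig1* at 0.78 after 3 h and -0.70 after 24 h, *Srebf2* at 0.45 and -0.32 and *Tmem97* at 0.54 and -0.34. This remains a hypothesis, since it was found and tested on the same libraries and rests on few genes. The paper reports similar cholesterol and lower desmosterol in LPS-activated Acly M-KO macrophages. Desmosterol was lower after both 3 h and 24 h LPS, which does not show more sterol after 24 h. The paper proposes that less desmosterol blunts inhibition by LXR, and the LXR target genes do not show more sterol either. After 24 h LPS the 13 targets outside the fatty acid synthesis list had a median log2 fold change of -0.434, with 2 higher.

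Several genes that the paper does not discuss for these macrophages were past the thresholds and are given here with their log2 fold change. At 3 h these were *Ccl2* (0.83), *Dusp8* (2.31), *Gsta3* (2.34), *Mmp8* (1.29) and *Osm* (1.61), and *Csf3*, which was at least 3.79-fold higher. After 24 h LPS they were *Ccl2* (0.79), *Csf3* (2.38), *Osm* (0.79), *Slc16a14* (1.87), *Srms* (1.66) and *Tppp3* (1.74). *Slc16a14* lost its call without control 24 h replicate 4, at 1.31, and *Tppp3* lost its call in 1 fit without a library (highest adjusted p = 0.0598). *Ccl2* after 24 h lost its call in 3 such fits, with the lowest value, 0.70, without Acly M-KO 24 h replicate 1, and *Osm* after 24 h in 1, at 0.75 without control 24 h replicate 3. Decreases named by the same rule were, at 3 h, *Hddc3* (-1.51), *Tlcd3a* (-1.51), *Vnn3* (-1.70) and the transcript NM_001331155 (-1.81). *Hddc3* and *Tlcd3a* each lost their call in 4 of the 6 fits without 1 library at 3 h, with the highest adjusted p-values at 0.145 (without Acly M-KO 3 h replicate 3, -1.23) and 0.173 (without control 3 h replicate 1, -1.21). *Csf3* rests on few counts, 35 in Acly M-KO against 4 in control libraries after 3 h and 60 against 16 after 24 h LPS without control 24 h replicate 1. Counting noise alone would give an exact binomial p above 0.05 at some time, but the larger of the 2 was 3.62e-07. *Mmp8* is also a neutrophil marker. More neutrophils among the Acly M-KO cells would raise the other markers too, but *S100a8* (-0.12), *S100a9* (0.20), *Ngp* (-0.16) and *Ltf* (0.23, or 0.226 before rounding) were not past any threshold at 3 h. An effect of Acly deficiency on these genes remains a hypothesis, and other technical explanations of the decreases and of the increases of *Dusp8*, *Gsta3*, *Slc16a14*, *Srms* and *Tppp3* were not tested.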

How the results depend on the processing

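*Acly* was past the thresholds in every alternative that tested it, from -1.42 to -1.27 after 3 h and from -1.89 to -1.80 after 24 h LPS. The lists of cholesterol and fatty acid synthesis kept their direction and an adjusted p-value under 0.05 at both time points in each alternative that tested them. The cytokine and chemokine list did after 3 h LPS, and the LXR list after 24 h LPS.

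The counts of changed genes depended on the thresholds, the filter and the tool. With no fold threshold there were 1598 changed genes after 3 h, 1435 after 24 h and 391 at both. With a fold threshold of 1 there were 153, 81 and 12, with 8 and 3 of the genes of Figures 1E and 1F. The glmTreat test against 0.75 left 40, 3 and 1, with 3 and 0 of the figures' genes, by its construction as a stricter test (192 and 103 genes at an unadjusted p under 0.05). A minimum of 10 counts in every library left 6, 7 and 4 changed genes, 46 interactions and 1 and 2 of the figures' genes, since 401 genes were tested because of control 24 h replicate 1. The fatty acid synthesis list and *Acly* have no value under it, and 1 gene of the cholesterol synthesis list passed it. Under that filter the LXR list reached the threshold after 3 h LPS (-0.47), and the lists of cytokines and chemokines after 24 h (0.29) and of interferon response genes after 3 h (-0.12) and 24 h (0.13) lost it. The same filter without that library, added after seeing the data, gave 162 and 110 changed genes. With no filter, the LXR list after 3 h LPS reached the threshold (-0.11), and 53.8% of the genes changed after 24 h were higher.

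DESeq2 on all 13 libraries gave 48, 25 and 8 changed genes, 36 interactions and 4 and 7 of the figures' genes, and with shrunken fold changes 47, 24, 8, 33, 4 and 7. Of the named genes it tested, 51 were unchanged, 25 lost their call and *Lipg* after 24 h LPS reversed, to -0.27. On the 12 libraries of Figure 1, chosen after seeing the data, 86 named results were unchanged, 3 lost and 1 gained a call, and there were 201 and 128 changed genes, or 119 after 24 h with shrunken fold changes, or 126 and 118 with each time fitted alone. With only the 2 groups compared there were 191, 215 and 34. DESeq2's size factors in edgeR changed none of the 95 named results.

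Fry brought the LXR list past the threshold after 3 h LPS (-0.18) and lost the interferon response list after 3 h (-0.085). An estimated correlation lost the cytokine and chemokine list after 24 h (0.27) and the interferon response list after 3 h (-0.085) and 24 h (0.0235). The cause was not tested.

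With each library of the same time left out in turn there were 212 to 341 changed genes after 3 h and 143 to 177 after 24 h. Leaving out a library of the other time gave 240 to 256 after 3 h and 183 to 223 after 24 h, and over the 13 fits without 1 library 30 to 51 genes were changed at both. Interactions ranged from 587 (without Acly M-KO 24 h replicate 3) to 1394 (without Acly M-KO 3 h replicate 1), and, with libraries of the same time left out, the figures' genes from 9 (without Acly M-KO 3 h replicate 2) to 14 and from 13 to 16, and the interferon response list after 3 h from -0.131 to -0.0507, with the threshold lost without control 3 h replicate 1 and without Acly M-KO 3 h replicate 3. *Slc7a11* after 3 h ran from -0.17 to 0.13 and *Acss2* after 24 h from -0.0451 to 0.0591, both without a call.

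Within a time, the replicate numbers gave little sign that control and Acly M-KO libraries were paired. The deviations of same-numbered control and Acly M-KO libraries from their group means correlated at -0.02 to 0.05 across genes, and at 0.10 for replicate 2 and -0.02 for replicate 3 at 24 h when the control mean was that of the 3 controls of Figure 1. With the replicate block there were 260, 148 and 34 changed genes, 614 interactions and 14 and 12 of the figures' genes. The labels do not say whether 3 h and 24 h libraries of a genotype came from the same mice. Their deviations were not compared, and the reported interaction test treats all libraries as independent.

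The depth and the profile of control 24 h replicate 1 limit the control group at 24 h to 3 libraries in effect, and depth leaves *H2-Bl* and *H2-Q1* below the filter.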

Differences from the paper's values

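The paper's Venn diagram gives about 85 genes changed only after 24 h LPS in Figure 1C, read by eye, and the fit of all 13 libraries gave 146. The paper used DESeq2 with n = 3 per group and the 146 are from edgeR, so the tool and the samples differ. Of the settings below, DESeq2 on the 12 libraries of Figure 1 is nearest to the paper's in both, with 96 genes. A count was taken as near the paper's when one was at most 1.5 times the other. Of the alternatives set before the data were examined, the count came that near with a fold threshold of 1 (69 genes), with the replicate block (114), and without control 24 h replicate 2 (121), control 24 h replicate 4 (119), Acly M-KO 24 h replicate 1 (109) or Acly M-KO 24 h replicate 3 (122). It did not with DESeq2's size factors (148), no filter (180), only the 2 groups compared (181), no fold threshold (1044), glmTreat (2), at least 10 counts in every library (3), DESeq2 (17), DESeq2 with shrunken fold changes (16) and the other fits without 1 library (129 to 193, with 129 without control 24 h replicate 1). Settings chosen after seeing the values also came that near. These were DESeq2 on the 12 libraries of Figure 1 with 96 genes, with shrunken fold changes with 87, and with each time fitted alone with 92, and a minimum of 10 counts in every library other than control 24 h replicate 1 with 83.

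Figure 1E lists *H2-Bl* among the genes lower in Acly M-KO macrophages, and Figure 1F lists *H2-Q1* among those lower. Here neither passed the filter on low counts, at 1, 0 and 6 control against 0, 0 and 1 Acly M-KO counts of *H2-Bl* after 3 h LPS, and at 7, 9 and 15 (0 in control 24 h replicate 1) against 17, 10 and 7 counts of *H2-Q1* after 24 h LPS. None of the settings run called either gene, and without the filter their log2 fold changes were -2.51 and 0.61 (adjusted p = 0.266 and 0.527 from edgeR's quasi-likelihood test), and DESeq2 gave no adjusted p-value for them.

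The paper places *Il6* and *Nos2* among the genes with the greatest increases and does not say by which measure. Among the genes of Figure 1F that were tested, *Il6* had the largest increase. The ranks that follow are among all genes changed upward. By size *Il6* ranked 115 of 178 after 3 h and 16 of 118 after 24 h LPS, and *Nos2* ranked 82 of 118 after 24 h and was below the fold threshold after 3 h LPS, at 0.44. By p-value *Nos2* ranked 2 among the increases after 24 h LPS.

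The paper describes the affected pathways as alike at the 2 time points, and Figure 1D gives no direction. Here the lists of cholesterol and fatty acid synthesis moved in opposite directions, with medians of 1.23 and 0.38 after 3 h and -0.60 and -0.31 after 24 h LPS.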

Other observations

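The tests on DESeq2, on LXR targets outside the fatty acid synthesis list and on LXR targets after 24 h LPS were chosen only after the results had been seen. The others in this part were set before.

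Other splits of the libraries gave fewer changed genes than the real one. Of the 10 splits of the 6 libraries at 3 h, only 1, the real one, gave 256 genes, and the highest other number was 1, but 3 against 3 cannot give a share under 0.1. Of the 35 splits at 24 h, only 1, the real one, gave 184. The highest other, with 182, set control replicates 2, 3 and 4 against the Acly M-KO libraries together with control 24 h replicate 1, so moving the shallow library between the groups changed little.

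DESeq2 on all 13 libraries called 48 genes after 3 h LPS and 201 without control 24 h replicate 1, although that library is not in the comparison at 3 h. A candidate explanation is that the shallow library raises DESeq2's dispersion estimates. Given the dispersions of the 12 other libraries, the fit of all 13 called 193 genes after 3 h LPS. The dispersions were 6.99 times higher with that library in the median transcript, and those of edgeR 0.997 times. Size factors from the total counts (40 genes) or both of DESeq2's filters turned off (44 genes) did not bring the calls back.

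The paper proposes in its discussion that blunted inhibition by LXR adds to the inflammatory phenotype. Lower LXR activity would lower LXR target genes. After 3 h LPS the 15 targets tested had a median log2 fold change of -0.178 (camera adjusted p = 0.128, fry 0.00172), with 7 higher, and the test of the whole list does not decide, since the list holds *Scd1* and *Scd2*, which rose with fatty acid synthesis. The 13 targets outside that list had a median of -0.312 (unadjusted p from limma's camera test = 1.60e-05), with *Apoe* past the thresholds at -0.85 (adjusted p = 4.73e-09 from edgeR's quasi-likelihood test), though at -0.74 without Acly M-KO 3 h replicate 2. Of these 13 targets 5 were higher, with *Srebf1* at 0.36 (adjusted p = 0.00114) and *Lpcat3* at 0.29 (adjusted p = 0.00820). At 24 h the median of the 15 was -0.504 with 13 lower (adjusted p = 1.59e-18), and *Apoc2*, *Apoe*, *Scd1* and *Scd2* were changed. *Scd1* and *Scd2* fell with fatty acid synthesis at that time. The 13 targets outside that list had a median of -0.434 (unadjusted p from limma's camera test = 9.74e-16). Of these, 2 were higher after 24 h, *Arl4c* at 0.33 (edgeR adjusted p = 0.0235) and *Mylip* at 0.13 (edgeR adjusted p = 0.271). *Abca1* was lower by -0.56 and -0.50 and *Abcg1* by -0.68 and -0.52 at the 2 time points, under the fold threshold. Lower LXR activity remains a hypothesis, which most targets after 24 h go with. As the paper's proposal starts from less desmosterol, it runs against more sterol sensed after 24 h, the candidate explanation given for the cholesterol synthesis genes. No test here tells these explanations apart. After 3 h LPS the targets moved apart, and LXR itself was not measured.

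The higher *Ifnb1* transcript after 3 h LPS could be followed by higher interferon response genes after 24 h. The 28 genes of that list had a median of -0.09 after 3 h (adjusted p = 0.00989) and of 0.0235 after 24 h LPS (16 of 28 higher, adjusted p = 1.09e-04, but 0.154 with an estimated correlation). None was past the thresholds at either time, and adjusted over the list alone 2 and 10 had an adjusted p-value under 0.05 without a fold threshold. Over all genes tested and without a fold threshold, 8 of the 28 had an adjusted p-value under 0.05 after 24 h in the fit of all 13 libraries, all 8 higher, by 0.25 to 0.53. Without control 24 h replicate 1 there were 12, of which 10 were higher and 2 lower. Every Acly M-KO library lay above every control for 11 genes and below for 1 with all 4 controls, where chance gives 5.71%, and for 13 and 5 with the 3 controls of Figure 1, where chance gives 10%. More members thus rose than fell, by less than the fold threshold. Whether this follows from *Ifnb1* stays open, since the list has members lower beyond their error and its test did not hold with an estimated correlation.

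*Lyz2*, the gene that carries Cre, was lower in Acly M-KO macrophages by -0.97 after 3 h (standard error 0.10) and -1.35 after 24 h LPS (standard error 0.10), and the related gene *Lyz1*, which could share tags, was not changed (0.02 and -0.20). A candidate explanation is that Cre placed in *Lyz2* lowers its transcript whatever *Acly* does. The part of this explanation that asks for a similar decrease at both time points was not met clearly. The decreases differed by -0.379 (standard error 0.14, adjusted p = 0.0855, and 0.0130 without control 24 h replicate 1). Cre and the loss of Acly come together in these mice and cannot be told apart here without Cre-bearing controls.

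Genes near *Acly* could differ through the strain in which the floxed allele was made only if the controls lacked that allele. The paper's controls are Acly fl/fl, so both genotypes carry it, and a count of changed neighbours cannot decide this. Within 10 Mb on chromosome 11, 5 of 211 genes tested were changed at either time, or 2.37%. Elsewhere 387 of 11497 were, or 3.37% (one-sided Fisher's exact p = 0.840). Genes near *Lyz2*, where Cre lies in Acly M-KO mice, were not tested in this way.

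Few markers of other cell types passed the filter on low counts. Of 10 neutrophil markers 5 were tested, with medians of 0.20 after 3 h and 0.07 after 24 h LPS, and *Mmp8* after 3 h was changed. Of 8 markers each, 1 of lymphocytes (-0.19 and -0.14), 2 of fibroblasts (0.72 and -1.14) and 3 of dendritic cells (0.36 and 0.69) were tested. Of these 0 were changed at either time, and 2 of the dendritic cell markers had an adjusted p-value under 0.05 after 24 h when adjusted over the list alone without a fold threshold. Of 5 sex chromosome genes *Xist* alone was tested (-0.15 and -0.04), with 4436 to 5677 counts at 3 h and 6159 to 15543 at 24 h in the libraries other than control 24 h replicate 1, which held 8, and 0 were changed.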
